# Argonaute 2 drives resistance to immune checkpoint inhibitors in immunorefractory non-small cell lung cancer

**DOI:** 10.1371/journal.pbio.3003860

**Published:** 2026-06-18

**Authors:** Dario Pasquale Anobile, Layla Barbar, Emile Maucotel, Alexis Cornec, Valeria Manriquez, Wilfrid Richer, Jordan Denizeau, Christine Sedlik, Charlie Bories, Elodie Couderc, Renaud Leclere, Judith Sobas, Emeline Papillon, Rafael Mena Osuna, Jimena Tosello-Boari, Marianne Burbage, Eliane Piaggio, Enzo Z. Poirier

## Abstract

One of the first-line treatments for advanced non-small cell lung cancer (NSCLC) are immune checkpoint inhibitors (ICI), which activate the antitumor immune response. Despite their success, ICI remain ineffective in many patients, highlighting the need for strategies to overcome resistance. Most efforts have focused on promoting immune cell infiltration into refractory tumors to improve ICI efficacy. In this work, we mobilize this approach by focusing on Argonaute 2 (Ago2), a pivotal member of the RNA interference pathway. Using two murine models of immunorefractory NSCLC, we demonstrate that tumoral Ago2 suppresses interferon signaling, leading to poor immunogenicity and failure of ICI therapy. Genetic deletion of Ago2 in cancer cells restores interferon signaling and supports immune infiltration of the tumor. Consequently, whereas wild-type tumors are resistant to ICI, tumors devoid of Ago2 become sensitive to treatment. In NSCLC patients treated with ICI, high Ago2 expression and a low interferon signature in tumors correlate with reduced survival. Ago2 is thus a driver of the immunorefractory phenotype observed in NSCLC and may represent a therapeutic target when aiming to sensitize patients to ICI.

## Abstract 2

Immune checkpoint inhibitors are used to treat advanced non-small cell lung cancer to activate an antitumor immune response, however they fail in many patients due to resistance. This study shows that Argonaute 2 suppresses immune infiltration in lung tumors and that its deletion sensitizes tumors to immunotherapy.

## Introduction

Lung cancer remains a leading cause of cancer-related deaths globally, with non-small cell lung cancer (NSCLC) accounting for nearly 80% of all cases [1]. For patients with advanced NSCLC, immune checkpoint inhibitors (ICI) therapy has become one of the standard first-line treatments [2]. The ICI strategy relies on targeting cell surface molecules, termed checkpoints, responsible for attenuating the immune response [3]. Cancer cells express high levels of checkpoint molecules such as PD-L1, which inhibit the antitumoral immune response, including the cytotoxic effect of CD8^+^ T cells, that are central effectors of adaptive immunity [4]. Consequently, inhibiting checkpoint molecules, via an antibody targeting PD-1, for example, unleashes the immune response against tumors. The introduction of ICI in the clinic over the past decade has represented a medical breakthrough, with groundbreaking success in several types of solid tumors [5]. Yet, clinical responses are often incomplete, and a significant number of patients experiences resistance to treatment [6,7]. There is thus a pressing need to identify therapeutic strategies that circumvent resistance to ICI [3].

The effectiveness of ICI is closely influenced by the tumor microenvironment (TME), a complex ecosystem composed of non-malignant cells such as fibroblasts and endothelial cells, along with infiltrating immune cells [8]. The immune compartment of the TME is composed of myeloid cells, such as macrophages and dendritic cells, which uptake material of tumoral origin and activate the adaptive branch of immunity, embodied by B and T cells [9,10]. CD8^+^ T cells play a central role in tumor control, as they recognize and eliminate tumor cells in an antigen-specific manner [11]. In NSCLC, the composition of the TME, particularly of the immune compartment, exhibits patient-specific heterogeneity [4]. Tumors that are highly infiltrated by immune cells, usually coined ‘hot’, contain a breadth of immune cell types embedded within the tumor mass. Immune infiltration is favored by an inflammatory TME, characterized by the presence of type I and II interferons (IFN) and pro-inflammatory cytokines of innate immunity [12]. IFN signaling results on the transcriptional upregulation of hundreds of interferon-stimulated genes (ISGs), including cytokines such as C-C motif ligand 2 (CCL2) and C-X-C motif chemokine ligand 10 (CXCL10), that contribute to attracting myeloid cells and T cells into the tumor [10,13]. Type I and II IFNs also facilitate the priming of antitumor T cell responses, particularly by promoting the activation of CD8⁺ T cells [14,15]. Hot tumors respond preferentially to ICI, as documented in NSCLC, where enrichment of PD-L1^+^ macrophages and dendritic cells is associated with greater sensitivity to anti-PD1 therapy [4,16–18]. Oppositely, a significant proportion of tumors display low immune infiltration, either due to the absence of immune cells, or because of a blockade of immune cells at the tumor periphery [4]. These so-called ‘cold’ tumors are less sensitive to ICI [5,19,20]. Consequently, strategies to enhance the efficacy of ICI have focused on remodeling the TME to promote immune cell infiltration [21]. In essence, the goal is to shift tumors from cold to hot, which can be achieved by increasing inflammation within the TME [12].

Argonaute 2 (Ago2) is a pivotal player of the RNA interference (RNAi) pathway, which regulates the expression of genes at the post-transcriptional level. Ago2 relies on micro-RNAs (miRNAs) produced by Dicer1 to target messenger RNAs and regulate their translation [22]. 

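The mouse genes of the 4 paralogs lie on 2 chromosomes of GRCm38 (mm10). Ago2 (ENSMUSG00000036698.11) lies on the minus strand of chromosome 15 from 73095844 to 73184935. Ago1, Ago3 and Ago4 lie next to each other on the minus strand of chromosome 4, from 126435012 to 126468583, from 126331704 to 126429556 and from 126489541 to 126533472. In RNA-seq of cultured LLC cells, a mouse lung carcinoma line, Ago1 was counted at 54.6 ± 5.23 CPM (counts scaled to the library size; SD, n = 4) in wild-type cells and 70.4 ± 10.0 in ΔAgo2 cells. Ago3 was at 28.5 ± 19.5 and 30.7 ± 4.84 CPM, and Ago4 at 8.14 ± 5.83 and 8.05 ± 0.780 CPM, in the same order. None of the 3 passed an adjusted p of 0.05, with adjusted p = 0.740 for Ago1, 0.973 for Ago3 and 0.995 for Ago4 (edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment). Reads that fit more than one paralog could have been split or dropped by the counting.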

The mammalian Argonaute family comprises four paralogs, all of which bind microRNAs and guide them to target mRNAs. Among them, Ago2 is the only member with catalytic activity capable of cleaving target RNAs [22,23]. In addition to regulating gene expression, Ago2 and the RNAi pathway are involved in controlling the accumulation of double-stranded RNA (dsRNA) in the cytosol, which can arise from secondary structures within endogenous RNAs, as well as from the transcription of transposable elements (TEs) [24,25]. Uncontrolled accumulation of cytosolic dsRNA triggers an innate immune response, leading to the production of IFNs and pro-inflammatory cytokines [26–28]. Dysregulation of Argonaute proteins has been recently reported in various types of cancer, including NSCLC, where high expression of Ago2 correlates with reduced patient survival [29–31]. The role of Ago2 in controlling the accumulation of immunostimulatory dsRNA, as well as the association between Ago2 expression and cancer survival, suggest that Ago2 may play a part in tuning the antitumoral immune response.

## Results

### Loss of Ago2 dampens tumor growth in immunocompetent mice

Lewis lung carcinoma (LLC) cells represent a classical syngeneic murine model of NSCLC, established by subcutaneously implanting cells on the flank of mice and monitoring tumor growth. LLC tumors are poorly infiltrated by immune cells, serving as a prototypical ‘cold’ NSCLC model, refractory to ICI treatment [32,33]. To interrogate the role of Ago2 in NSCLC, we generated Ago2-knocked out (ΔAgo2) LLC cells (S1A Fig). Deletion of Ago2 does not alter the proliferative capacity of LLC cells in vitro (S1B Fig). In wild-type syngeneic mice, lack of Ago2 in tumors translated into a 2-fold reduction in growth by day 16 with respect to wild-type tumors (Fig 1A and 1B). Complementation of Ago2 expression in ΔAgo2 tumors restored tumor growth to wild-type levels, indicating that the defect in growth is indeed attributable to the absence of Ago2 (Figs 1C and S1A). Thus, Ago2 expression favors LLC tumor growth. To investigate if the pro-tumorigenic effect of Ago2 is specific to LLC cells, we utilized KP cells, a second, orthogonal model of NSCLC. KP cells carry an oncogenic mutation in Kras (Kras^G12D^) as well as a deletion of the tumor suppressor p53. KP tumors are ‘cold’, poorly infiltrated by immune cells, and unresponsive to ICI treatment [34,35]. Compared to wild-type cells, ΔAgo2 KP cells showed a 7-fold decrease in tumor growth when implanted in wild-type mice by day 30 (Figs 1D and S1A). These data indicate that Ago2 expression promotes tumor growth in two models of NSCLC. It suggests that inhibiting Ago2 may constitute an anticancer therapeutic strategy.

**Fig 1:**
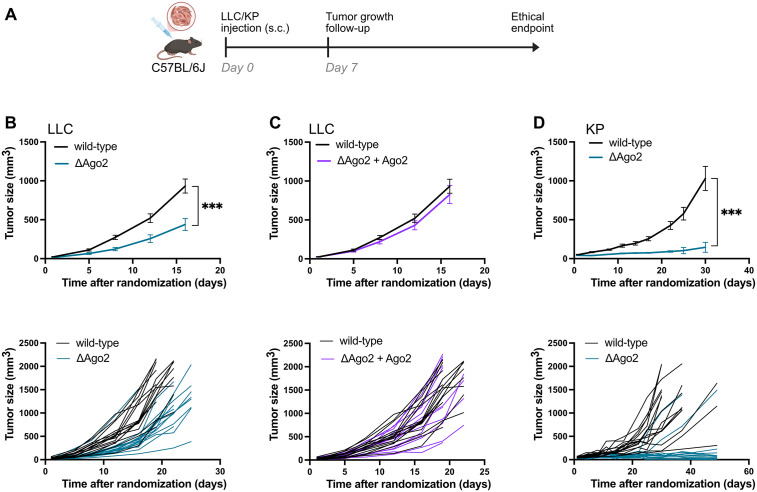
Loss of Ago2 dampens tumor growth in immunocompetent mice. **(A)** Schematics of tumor engraftment and tumor growth follow-up. *Created in BioRender. Poirier,* ***E.*** *(2026)* *https://BioRender.com/17igj4k*. **(B)** Wild-type mice were implanted with LLC wild-type or ΔAgo2 cells and tumor growth was measured with a caliper. **(C)** Wild-type mice were implanted with LLC wild-type or ΔAgo2 cells complemented for the expression of Ago2 (ΔAgo2 + Ago2) and tumor growth was measured. **(D)** Wild-type mice were implanted with KP wild-type or ΔAgo2 cells and tumor growth was measured. Mean ± SEM (top) and individual tumor growth (bottom) are represented. (B), (C), and (D) 16 mice per group, pooled from 2 independent experiments of 8 mice each. Statistical analysis was performed using two-way repeated-measures ANOVA followed by Šidák post-hoc test; *p < 0.05, **p < 0.01, and ***p < 0.001. The underlying numerical data for this figure can be found in S1 Data.

To explore the therapeutic potential of targeting Ago2, we aimed to identify small-molecule inhibitors of the protein. Acriflavine (ACF) and aurintricarboxylic acid (ATA) have been documented to bind Ago2 and inhibit its activity, thereby shutting down the RNAi pathway [36–38]. We verified that ACF and ATA indeed inhibit dsRNA-driven RNAi by using a cellular fluorescent reporter system (S1C Fig). Before testing these molecules in mouse tumor models, we evaluated their toxicity through daily intraperitoneal injections (S1D Fig). ATA showed no signs of toxicity within the 3–30 mg/kg range, while ACF induced weight loss at 30 mg/kg but was well tolerated at lower doses (S1D Fig). We therefore selected the non-toxic doses of 12.5 mg/kg for ACF and 0.1 mg/kg for ATA for subsequent in vivo experiments. Wild-type mice bearing wild-type LLC tumors showed a 2-fold reduction in tumor growth upon 16 days of ACF treatment (S1E and S1F Fig). Administration of ATA translated into a 30% decrease in LLC tumor growth by day 17 (S1G Fig). Small-molecules inhibitors of Ago2 are thus antitumoral in a syngeneic NSCLC mouse model. To probe the specificity of ACF’s antitumoral effect, wild-type mice bearing ΔAgo2 LLC cells were treated with the inhibitor. In tumors lacking Ago2, implanted in Ago2-competent mice, ACF treatment did not affect tumor growth (S1H Fig). Restoring Ago2 expression in ΔAgo2 cells reinstated the antitumoral effect of the small-molecule inhibitor (S1I Fig). These findings suggest that the Ago2 inhibitors ACF and ATA exert antitumor effects by selectively targeting Ago2, primarily within tumor cells.

Altogether, these data demonstrate that Ago2 expression in NSCLC is a driver of tumor growth.

### Ago2 suppresses tumor-intrinsic interferon signaling

To investigate the mechanisms driving the pro-tumoral role of Ago2, we performed transcriptomics analysis on wild-type and ΔAgo2 LLC tumors, following their isolation from syngeneic wild-type mice 12 days post-implantation. 406 genes exhibited at least a 1.2-fold change in expression between wild-type and ΔAgo2 tumors, with 394 of them upregulated in ΔAgo2 tumors (S2A Fig and S1 Table). Genes with increased expression in ΔAgo2 tumors included a panel of ISGs such as melanoma differentiation-associated protein 5 (Mda5, an innate immune receptor encoded by *Ifih1*), the antiviral effectors Mx dynamin-like GTPase 1 (Mx1) and radical S-adenosyl methionine domain containing 2 (Rsad2), the pro-inflammatory cytokines Ccl2 and Cxcl10, as well as Cd40 and vascular cell adhesion protein 1 (Vcam1), pertaining to the class of immune activation and adhesion genes (Fig 2A). Pathway enrichment analysis indicated that ΔAgo2 tumors significantly upregulated the expression of genes involved in the IFNα and IFNγ pathways, which belong to type I and type II IFNs, respectively (S2B Fig). Furthermore, to assess coordinated transcriptional changes, all genes were analyzed using Fast Gene Set Enrichment Analysis (fastGSEA). The analysis showed that gene sets related to IFNα and IFNγ, inflammatory response and TNFα signaling were significantly upregulated in the tumors lacking Ago2 (Fig 2A). Thus, loss of Ago2 in cancer cells translates into increased activation of the IFN pathway and promotes inflammation in vivo. This analysis did not allow to determine whether the increased inflammation originates specifically from cancer cells, since it was performed using whole tumors that also contain non-cancerous components of the TME. To address this, we performed a second transcriptomics analysis on ‘pure’ wild-type and ΔAgo2 LLC cells maintained in culture (S2C–S2F Fig). Similarly to tumors in vivo, ΔAgo2 LLC cells showed increased expression of ISGs such as Ifih1 and Ccl2 (S2D Fig and S1 Table). 

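RNA was sequenced from 4 libraries of wild-type and 4 libraries of ΔAgo2 LLC cells in culture. The authors aligned the reads to ribosomal RNA sequences and then to mm10, counted the reads on each gene with featureCounts, and deposited these counts for 55487 genes without normalization, together with TPM values. Wild-type replicates 1 to 4 had 49509129, 63594663, 68530912 and 40740643 counts, a median of 56551896. The ΔAgo2 libraries had 57595675, 39628101, 40869810 and 51383089 counts. Ago2, the gene targeted by CRISPR-Cas9, had 15049, 19033, 34965 and 3842 counts in wild-type replicates 1 to 4 and 23871, 12319, 16662 and 16715 counts in ΔAgo2 replicates 1 to 4. Scaled to the library sizes with edgeR's TMM factors, Ago2 was at 303.6 ± 165 CPM (SD, n = 4) in wild-type cells and 352 ± 55.8 CPM (SD, n = 4) in ΔAgo2 cells. Its log2 fold change was 0.21 (standard error 0.40, adjusted p = 0.908 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without wild-type replicate 4 it was -0.047. The transcript level did not separate the genotypes, so the libraries are named by their labels. The paper examined Ago2 protein by western blot, and RNA counts do not show whether the protein was lost. The edgeR test compared the genotypes over the 14228 genes that passed edgeR's expression filter, without a block for the replicate number. The paper sorted single cells to obtain clones, and its text does not name the clone or clones behind the 4 ΔAgo2 libraries. If they share a clone, the p-values do not measure the spread between clones.
The libraries differed in ways the genotype does not account for. Wild-type replicate 4 had a median Spearman correlation of 0.864 with the other wild-type libraries, against 0.948 to 0.961 for wild-type replicates 1 to 3 and 0.985 to 0.986 among the ΔAgo2 libraries. Mitochondrial genes took 0.540% of its counts, against 2.39% to 4.51% in the other 7 libraries. Across genes, its deviation from the other wild-type libraries correlated with GC content at a Spearman rho of 0.72, a correlation over genes, which are not independent replicates. The median SD of log2 CPM within a group was 0.78 in wild-type cells, 0.43 without wild-type replicate 4, and 0.23 in ΔAgo2 cells. The counts of ΔAgo2 replicates 1 and 2 were closer to each other (chi-square per gene 20.8) than those of the other ΔAgo2 pairs (83.6 to 114), but differed by more than sampling noise, so each was counted separately. A comparison with sampling noise does not show whether they came from separate cultures.

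**Figure D1:**
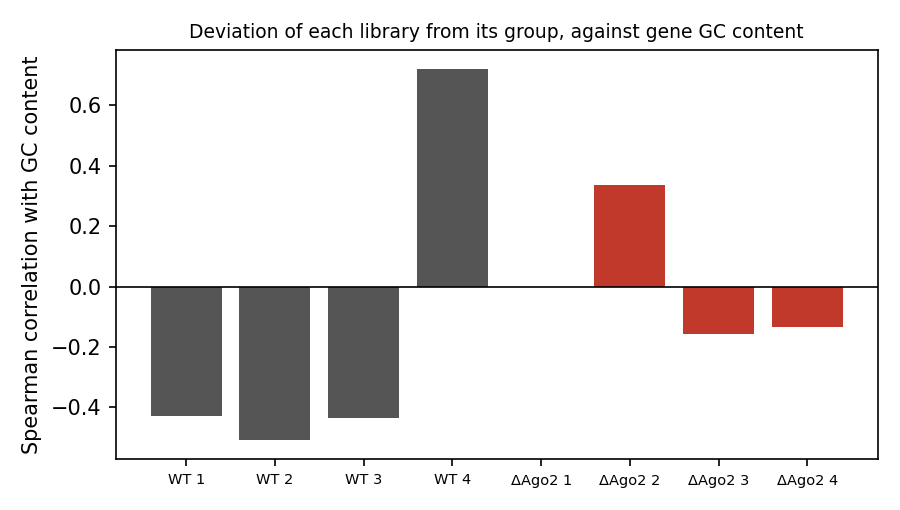
Spearman correlation, across the tested genes, between gene GC content and the deviation of each library from the mean of the other libraries of its group (vertical axis, no unit), for the 4 wild-type (WT, grey) and 4 ΔAgo2 (red) libraries. Wild-type replicate 4 is at 0.72 and the other 7 libraries lie between -0.51 and 0.34.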

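Ifih1 (ENSMUSG00000026896.14) lies on chromosome 2 of GRCm38 from 62595798 to 62646255 and encodes the dsRNA sensor Mda5. It was counted at 0.371 ± 0.306 CPM (SD, n = 4) in wild-type cells and 2.79 ± 0.325 CPM (SD, n = 4) in ΔAgo2 cells. Its log2 fold change was 2.87 (standard error 0.67), with adjusted p = 0.1796 over all tested genes and 0.0163 over the 11 tested genes of the custom IFN signature (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccl2 (ENSMUSG00000035385.5), on chromosome 11 from 82035571 to 82037453, was at 53.1 ± 69.4 CPM in wild-type and 247 ± 43.9 CPM in ΔAgo2 cells. Its log2 fold change was 2.22 (standard error 0.77), with adjusted p = 0.505 over all genes and 0.0581 over the signature from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Vcam1 was at 137 ± 71.1 and 372 ± 125 CPM, a log2 fold change of 1.45 (adjusted p = 0.346 over all genes and 0.0366 over the signature, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every ΔAgo2 library was above every wild-type library for Ifih1, Ccl2 and Vcam1 (exact permutation test on CPM, two-sided, p = 0.0286 for each, the smallest p that 4 libraries against 4 allow). Cxcl10 was at 0.341 ± 0.279 and 0.633 ± 0.314 CPM, and its log2 fold change of 0.87 did not pass the test (adjusted p = 0.744, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper also measured cultured cells by RT-qPCR, with 7 wild-type and 8 ΔAgo2 values per gene. The ΔAgo2 median there was 2.00 for Cxcl10 (0.476 to 9.71), against 1.01 in wild-type cells. It was 4.18 for Ccl2 (1.68 to 18.5) against 1.10, and 4.98 for Rsad2 (0.691 to 173) against 1.06.
Across the alternative settings, the adjusted p of Ifih1 ran from 1.3e-04 with DESeq2 to 0.438 without ΔAgo2 replicate 1, and its log2 fold change was smallest, at 0.95, with limma on log2(TPM + 1). The adjusted p of Ccl2 ran from 0.0393 without wild-type replicate 1 to 0.860 without ΔAgo2 replicate 4. Ccl2 was at 156 CPM in wild-type replicate 1, against 8.45 to 29.4 CPM in the other wild-type libraries. Its log2 fold change ran from 1.86 without wild-type replicate 3 to 3.73 without wild-type replicate 1. With the replicate number as a block in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change was 3.25 for Ifih1 (adjusted p = 0.186) and 3.17 for Ccl2 (adjusted p = 0.230). Same-numbered libraries of the 2 groups deviated from their group means with a mean Pearson correlation of 0.056 across genes.

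**Figure D2:**
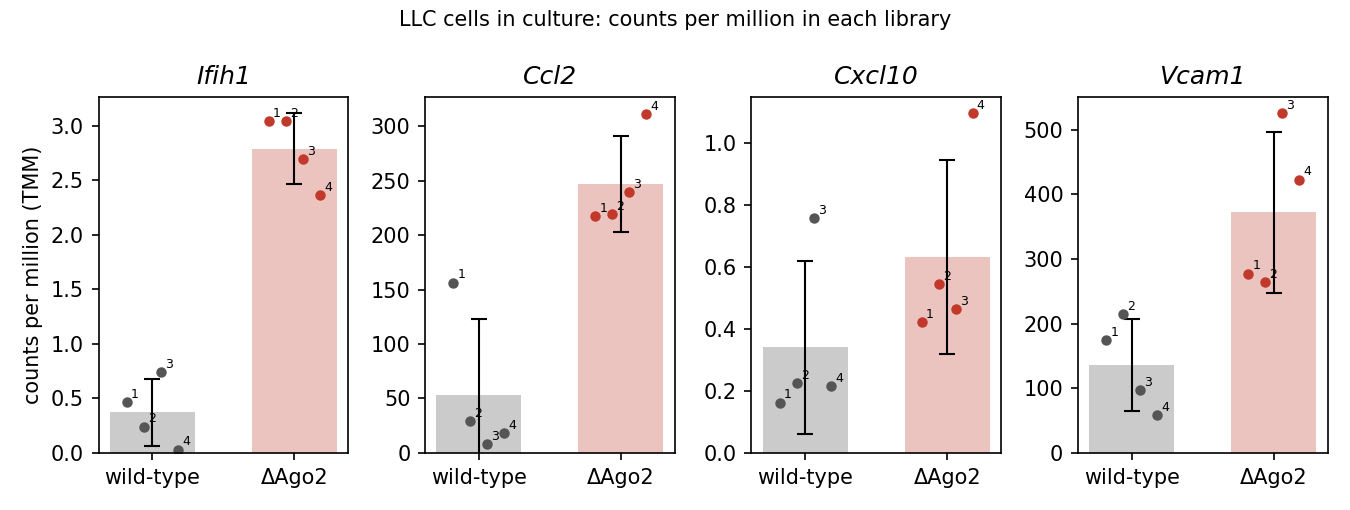
CPM (vertical axes, starting at 0) of Ifih1, Ccl2, Cxcl10 and Vcam1 in each wild-type (grey) and ΔAgo2 (red) library; points carry the replicate number, bars are means and error bars SDs over 4 libraries, the lower bar of wild-type Ccl2 being clipped at 0. The groups do not overlap for Ifih1, Ccl2 and Vcam1 and overlap for Cxcl10.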

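Of the 15 genes of the custom IFN signature (S2 Table), 11 had enough counts in the cultured LLC cells to be tested. Gbp3, Oas2, Mx1 and Rsad2 did not, with at most 53 counts in any library. Of the 11 genes, 9 had a log2 fold change above 0, of which Ifit2, Ifit3, Il15 and Cd40 changed direction when single libraries were left out. Their median log2 fold change was 0.24, and 0 of the 11 had an adjusted p under 0.05 over all genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while 4 had an unadjusted p under 0.05, 3 of them higher and 1, Usp18, lower. Adjusted over the 11 genes alone, 2 passed. In the tumors, the paper's table lists 12 of the 15 genes with an adjusted p under 0.05, all 12 higher in ΔAgo2 tumors. The paper chose the signature from genes raised in these same tumors. Their direction there was therefore set by the choice, and the tumors give no independent comparison with the cultures.
The genes that the paper lists as leading edge of the tumor pathways, read here in part for 3 of the 4 pathways, were examined as sets in the cultured cells with limma's camera test (two-sided, inter-gene correlation preset to 0.01, Benjamini-Hochberg adjustment over 7 sets). The median log2 fold change was 0.075 for the 42 tested IFN-alpha genes (adjusted p = 0.0114), 0.11 for the 39 IFN-gamma genes (adjusted p = 0.00963), 0.44 for the 36 inflammatory response genes (adjusted p = 7.0e-07) and 0.20 for the 40 TNF-alpha genes (adjusted p = 6.2e-04). The custom signature had adjusted p = 0.00214 in the same test. Camera compares the genes of a set with the other tested genes and not with 0. The median log2 fold change over all tested genes was -0.11 with TMM and -0.0077 with library size alone. A small camera p can therefore reflect the fall of the other genes as well as a rise of the set. None of the genes in these 4 pathway lists passed an adjusted p of 0.05 singly, while at an unadjusted p under 0.05, 5 were higher and 4 lower for IFN-alpha, 5 higher and 5 lower for IFN-gamma, 4 higher and 0 lower for the inflammatory response and 6 higher and 2 lower for TNF-alpha. Without wild-type replicate 4, the median fell to -0.00011 for IFN-alpha, -0.024 for IFN-gamma and -0.096 for TNF-alpha genes. It also fell, to 0.062 for the custom signature and 0.28 for the inflammatory response genes. When camera estimated the correlation between genes from the data, the unadjusted p was 0.0652 for the signature, 0.138 for IFN-alpha, 0.219 for IFN-gamma, 0.0597 for the inflammatory response and 0.236 for TNF-alpha. With the replicate number as a block, the medians were 0.35 for the signature (camera p = 0.00195), 0.30 for IFN-alpha (0.0167), 0.33 for IFN-gamma (0.0114), 0.72 for the inflammatory response (4.1e-08) and 0.37 for TNF-alpha (3.1e-04), where the correlation of same-numbered libraries ran from -0.14 to 0.38 over the 4 numbers.

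**Figure D3:**
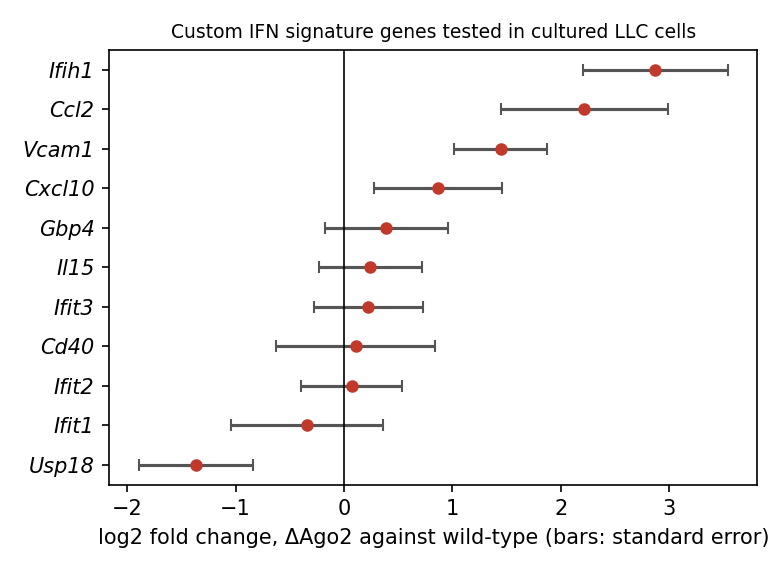
Log2 fold change between ΔAgo2 and wild-type LLC cells in culture (horizontal axis) for each of the 11 tested genes of the custom IFN signature; points are estimates and bars standard errors from edgeR. Ifih1, Ccl2 and Vcam1 lie farthest to the right, and Usp18 and Ifit1 lie below 0 (Ifit1 was at 0.21 without wild-type replicate 3).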

Fewer genes associated with IFN signaling and inflammation were upregulated under cell culture conditions compared to in vivo, which may explain the inconclusive results of the pathway enrichment analysis (S2E Fig). These findings suggest that, in vivo, cells within the TME contribute to the Ago2-dependent inflammatory signature alongside cancer cells.

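The genes that the paper's table lists as changed in ΔAgo2 tumors were followed in the cultured cells. These sets held 629 genes higher and 977 genes lower in ΔAgo2 tumors. The paper's text, which counts genes past a fold-change threshold, instead reports mostly higher genes. Of the genes higher in ΔAgo2 tumors, 519 were tested in culture, and 430 of them had a log2 fold change above 0, with a median log2 fold change of 0.40 (camera, adjusted p = 2.7e-25 over 7 sets). Of these genes, 4 were higher with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 91 were higher with an unadjusted p under 0.05. Of the genes lower in ΔAgo2 tumors, 806 were tested, and 113 had a log2 fold change above 0. Their median log2 fold change was -0.64 (camera, adjusted p = 1.7e-16), and 6 were lower with an adjusted p under 0.05. The median over all tested genes was -0.11, so the numbers of genes above 0 are not to be read against an even split. The median GC content was 55.8% for the genes lower and 46.55% for the genes higher in tumors, against 49.6% over all tested genes. The median log2 fold change of the genes lower was -0.34 after a GC correction of each library, chosen after the data were seen. It was -0.25 without wild-type replicate 4. For the genes higher, the median was 0.31 and 0.28 in the same order. With the correlation between genes estimated from the data, the unadjusted camera p was 0.0220 for the genes higher and 0.130 for the genes lower in tumors. With the replicate block, the medians were 0.55 and -0.44. From the smaller number of IFN and inflammation genes raised in culture than in tumors, the paper proposes that cells of the tumor microenvironment add to the inflammatory signature.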

**Fig 2:**
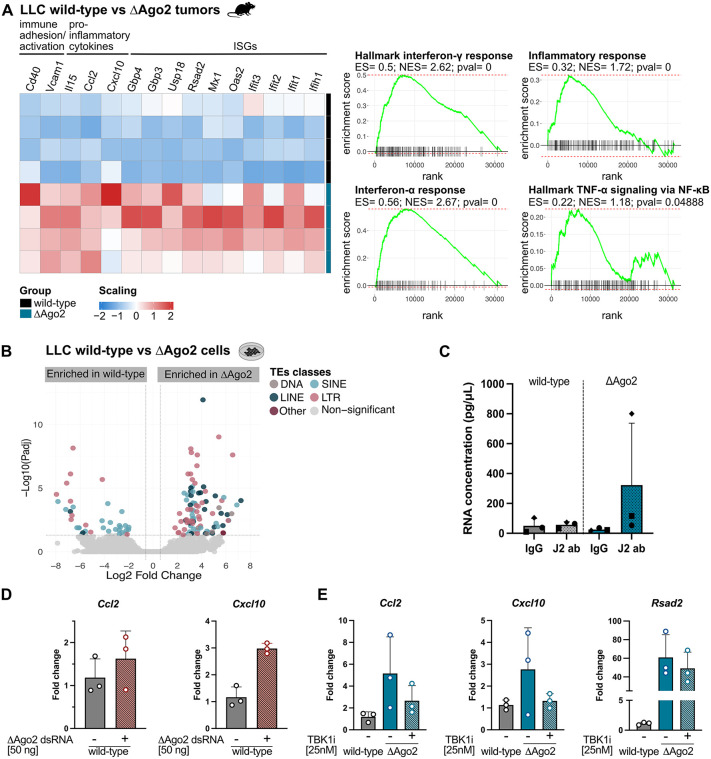
Ago2 suppresses tumor-intrinsic interferon signaling. **(A)** Curated heatmap of selected genes upregulated in tumor-derived ΔAgo2 cells relative to wild-type. Pathway enrichment analyses performed using fastGSEA, with enrichment plots shown for the four most relevant pathways identified by Gene Ontology and pathway databases. *Created in BioRender. Poirier, E. (2026) https://BioRender.com/17igj4k.* **(B)** Volcano plot of significantly differentially expressed TEs classes in ΔAgo2 vs. wild-type cells cultured in vitro (*p* < 0.05; |log_2_ fold change| > 1,2). *Created in BioRender. Poirier,* ***E.*** *(2026)* *https://BioRender.com/e898m22*. **(C)** Immunoprecipitation of dsRNA using the J2 antibody in WT and ΔAgo2 cells (*n* = 3). RNA was quantified using the Agilent 2100 Bioanalyzer with the RNA 6000 Pico chip. **(D)** Wild-type LLC cells were transfected with 50 ng of dsRNA immunoprecipitated from ΔAgo2 cells. Levels of *Ccl2* and *Cxcl10* transcripts were measured by RT-qPCR at 16 h post-transfection. **(E)** ΔAgo2 cells were exposed to the TBK1 inhibitor BX795 at 25 nM for 72 h. Levels of *Ccl2*, *Cxcl10* and *Rsad2* transcripts were measured by RT-qPCR at the end of the incubation. The underlying numerical data for this figure can be found in S1 Data.

To better understand the mechanisms underlying the inflammatory signature observed in ΔAgo2 LLC cells, we investigated the role of TEs, genomic sequences that comprise nearly half of both the mouse and human genomes [39,40]. TEs encompass diverse and unrelated families, including long interspersed nuclear elements (LINEs) and long terminal repeat (LTR)-containing elements. Their expression is typically repressed to safeguard genomic integrity and prevent transcriptional dysregulation. In addition to epigenetic silencing mechanisms such as histone modifications and DNA methylation, Ago2 and the RNAi pathway have been shown to suppress the activity of specific TE subfamilies, notably LINE1 and endogenous retrovirus K (ERVK, a type of LTR element) [39,35]. In cancer cells, elevated transcription of specific TE subfamilies can lead to the accumulation of immunostimulatory dsRNA, thereby triggering an inflammatory response [26,28,44,45]. Drawing from these data, we hypothesized that the loss of Ago2 in LLC cells may result in increased TE expression and a subsequent buildup of immunostimulatory dsRNA. To test this, we reanalyzed the bulk transcriptomic data of wild-type and ΔAgo2 LLC cells maintained in culture (Fig 2B). This revealed a significant upregulation of 93 discrete TEs in ΔAgo2 cells compared to wild-type controls (Figs 2B, S3A, and S3B; S3 Table). Notably, elements from the LINE and LTR families were overrepresented among those with increased transcription following Ago2 loss (S3B and S3C Fig). This includes members of the LINE1 and ERVK subfamilies, consistent with previous reports implicating RNAi in their transcriptional repression [41–43]. Furthermore, we observed elevated expression of TEs from the RSINE1, RLTR45, MMERVK10D3, and MMERGLN subfamilies, as well as additional ERVK elements (S3 Table). These have previously been associated with inflammatory signaling and dsRNA accumulation [46–49]. Taken together, these findings suggest that the transcriptional derepression of TEs in ΔAgo2 LLC cells may contribute to the observed inflammatory phenotype through the accumulation of immunostimulatory dsRNA [44]. To investigate this, we immunoprecipitated dsRNA from wild-type and ΔAgo2 LLC cells using the J2 monoclonal antibody, which specifically recognizes dsRNA. The precipitated RNA was then analyzed by gel electrophoresis. Compared to wild-type cells, ΔAgo2 LLC cells exhibited a mean 6-fold increase in dsRNA accumulation, indicating a substantial elevation in dsRNA levels upon Ago2 loss (Fig 2C). Accumulation of dsRNA in the cytosol, whether from endogenous or exogenous origin, is a well-established trigger of innate immune responses. We therefore assessed the immunogenic potential of dsRNA isolated from ΔAgo2 LLC cells, by transfecting it into wild-type LLC cells. dsRNA purified from ΔAgo2 LLC cells triggered an inflammatory response, marked by the induction of the cytokines *Ccl2* and *Cxcl10* (Fig 2D). This indicates that loss of Ago2 in cancer cells translates into accumulation of dsRNA which can activate inflammation. TE‑derived dsRNA is known to elicit inflammatory responses through recognition by the pattern‑recognition receptors RIG‑I and MDA5, which signal via the adaptor protein MAVS, as well as via TLR3 [28,50]. To assess the contribution of RIG‑I and MDA5 to the sensing of TE‑derived dsRNA, we knocked out *Mavs* in an Ago2‑deficient background, generating ΔAgo2,ΔMAVS LLC cells (S3D Fig). The elevated expression of inflammatory target genes observed in ΔAgo2 cells was maintained in ΔAgo2,ΔMAVS cells, indicating that signaling downstream of RIG‑I and MDA5 alone is insufficient to fully account for the inflammatory phenotype induced by Ago2 loss (S3E Fig). This may be explained by recent evidence suggesting that chronic MAVS deficiency engages compensatory inflammatory signaling through the TLR pathway [51]. Previous studies have also demonstrated that TE-derived dsRNA can be simultaneously sensed by RIG-I/MDA5 and TLR3, raising the possibility that TLR3 signaling sustains inflammation in the absence of MAVS [50]. To test this, we targeted TBK1, a shared downstream kinase in RIG-I, MDA5, and TLR3 signaling. Inhibition of TBK1 with the small molecule BX795 reduced inflammatory gene expression in ΔAgo2 LLC cells (Fig 2E). These data support a model in which loss of Ago2 leads to the accumulation of immunostimulatory, TE-derived dsRNA that is detected through convergent RIG-I/MDA5 and TLR3 signaling pathways.

Altogether, these data demonstrate that Ago2 loss induces a tumor‑intrinsic inflammatory state, including elevated expression of the chemokines CCL2 and CXCL10, which are known to promote myeloid and T cell recruitment in tumors [10,13]. This Ago2‑dependent pro‑inflammatory state may therefore have an impact on the antitumoral immune response.

### Ago2 antagonizes the antitumoral immune response

Restoring IFN signaling in NSCLC drives immune cell recruitment in tumors, thereby favoring the antitumor immune response, and particularly the cytotoxic effect of CD8^+^ T cells [52]. Consequently, we hypothesized that the decreased growth observed for ΔAgo2 tumors could be due to an IFN-driven activation of the antitumoral immune response. To probe this notion, we interrogated the role of adaptive immunity in controlling tumor growth, by using Rag2^−/−^ mice, devoid of T and B cells. In contrast to wild-type immunocompetent mice, ΔAgo2 LLC tumors displayed similar growth to wild-type tumors in Rag2^−/−^ mice (Fig 3A and 3B). Notably, ΔAgo2 LLC tumors implanted in Rag2^−/−^ mice exhibited greater growth than wild-type tumors implanted in wild-type immunocompetent mice (S4A Fig). We next examined the contribution of adaptive immunity to the growth of KP tumors. ΔAgo2 KP tumors grew comparably to wild-type tumors in Rag2^−/−^ mice, in stark contrast to the pronounced growth delay observed in immunocompetent hosts (Fig 3C). These findings indicate that the impaired growth of ΔAgo2 tumors is imposed by the adaptive immune response.

**Fig 3:**
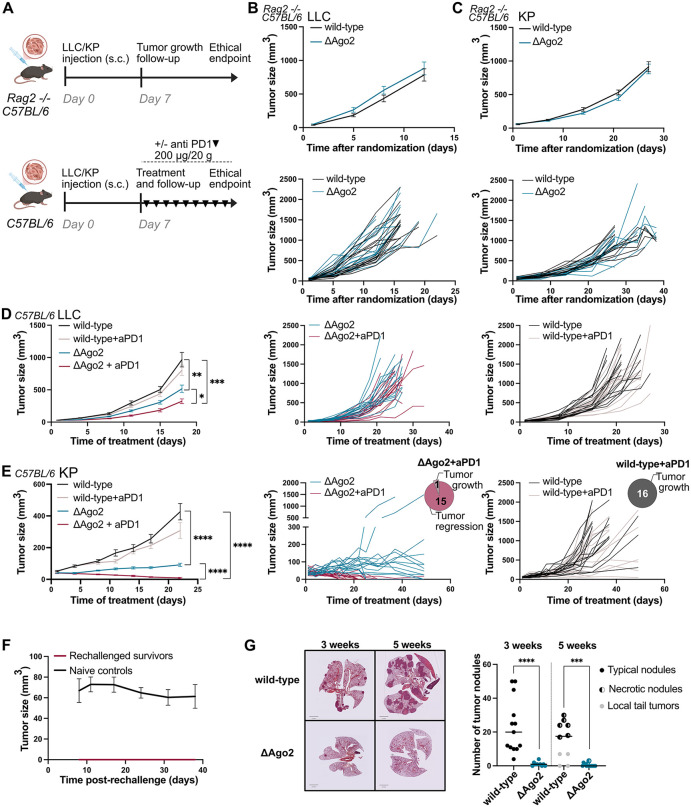
Ago2 antagonizes the antitumoral immune response. **(A)** Schematics of tumor engraftment, treatment administration, and tumor growth follow-up. *Created in BioRender. Poirier, E. (2026) https://BioRender.com/17igj4k.* **(B)** Rag2^−/−^ mice were implanted with LLC wild-type or ΔAgo2 cells and tumor growth was measured. Mean ± SEM (top) and individual tumor growth (bottom) are represented. **(C)** Rag2^−/−^ mice were implanted with KP wild-type or ΔAgo2 cells and tumor growth was measured. Mean ± SEM (top) and individual tumor growth (bottom) are represented. **(D)** Wild-type mice were implanted with LLC wild-type or ΔAgo2 cells. Anti-PD1 was administered three times a week at a dose of 200 μg/20 g and tumor growth was measured. Mean ± SEM (left) and individual tumor growth (right) are represented. **(E)** Wild-type mice were implanted with KP wild-type or ΔAgo2 cells. Anti-PD1 was administered three times a week at a dose of 200 μg/20 g and tumor growth was measured. Mean ± SEM (left) and individual tumor growth (right) are represented. (B), (D), (E) 16 mice per group, pooled from 2 independent experiments of 8 mice each. (C), one experiment of 8 mice per condition. Statistical analysis was performed using two-way repeated-measures ANOVA followed by Šidák post-hoc test; *p < 0.05, **p < 0.01, and ***p < 0.001. **(F)** 12 wild-type mice that successfully cleared initial ΔAgo2 KP tumors upon anti-PD1 treatment were rechallenged with the same cell line at 100 days post-treatment initiation. A cohort of 15 naive mice was injected in parallel as a control. **(G)** Representative hematoxylin and eosin staining of lung sections from wild-type mice at 3 and 5 weeks post-injection with either wild-type or ΔAgo2 KP cells. Microscopic quantification of tumor nodules was performed by a blinded expert pathologist. Statistical analysis was performed using Mann–Whitney; *p < 0.05, **p < 0.01, and ***p < 0.001. The underlying numerical data for this figure can be found in S1 Data.

In addition to genetic deletion of Ago2, we demonstrated that the small-molecule inhibitor ACF also exhibits antitumor activity (S1F Fig). We thus investigated whether this effect depends on the adaptive immune response. Wild-type LLC cells were implanted into Rag2^−/−^ mice, which were subsequently treated with either ACF or vehicle control (S4B Fig). ACF-treated mice displayed a 2-fold reduction in tumor growth at day 13 compared to vehicle-treated mice, which was equivalent to the reduction in growth observed in wild-type mice (S1F and S4B Figs). This indicates that ACF reduces tumor growth independently of the action of the adaptive immune system. Given that ACF may influence host immune cells expressing Ago2, we evaluated its effect on immune cell infiltration using flow cytometry. At the early treatment time point of 5 days, tumors from ACF-treated mice exhibited an approximately 2-fold reduction in total infiltrating immune cells (CD45 ⁺ compartment), a trend that persisted over time (S4C Fig). This suggests that ACF may have unintended toxic effects on immune cells. Along these lines, ACF has been reported to inhibit DNA topoisomerases [53]. To avoid confounding factors introduced by the potential off-target effects of Ago2 inhibitors, we focused hereafter on the genetic deletion of Ago2 in tumor cells.

It is well established that ICI therapy is largely ineffective at suppressing growth of wild-type LLC tumors in immunocompetent mice, a limitation attributed to poor immune cell infiltration within the TME [54]. Our data indicate that, unlike wild-type cells, ΔAgo2 LLC cells are effectively targeted by the adaptive immune system (Figs 1B and 3B). We therefore examined if Ago2 loss in LLC tumors could restore responsiveness to ICI. Growth of wild-type and ΔAgo2 LLC tumors was monitored in immunocompetent mice treated with an antibody targeting PD1 (anti-PD1, Fig 3D). As previously documented, anti-PD1 treatment did not significantly affect the growth of wild-type LLC tumors (Fig 3D). In contrast, anti-PD1-treated ΔAgo2 tumors showed a 40% decrease in tumor growth at day 18, compared to vehicle-treated ΔAgo2 tumors (Fig 3D). ΔAgo2 tumors treated with ICI showed a 3.5-fold decrease in growth at day 18 compared to wild-type tumors (Fig 3D). This indicates that loss of Ago2 sensitizes LLC tumors to ICI. We next interrogated if this effect extends beyond LLC tumors, by performing a similar experiment in KP tumor-bearing mice (Fig 3E). Consistent with the immunologically ‘cold’ nature of the KP model, anti-PD1 treatment of wild-type tumors only marginally affected tumor growth (Fig 3E) [34,36]. By contrast, ΔAgo2 tumors exhibited a striking response, with treatment resulting in near-complete growth control, and complete tumor regression in 15 out of 16 cases (Fig 3E). To determine whether tumor rejection resulted in durable protective immunity, we rechallenged mice with ΔAgo2 tumors 100 days after complete tumor clearance. Whereas naive mice readily developed tumors, mice that had previously cleared tumors were completely refractory to re‑implantation (Fig 3F). These findings indicate the establishment of immune memory following implantation with immunogenic Ago2‑deficient tumors treated with ICI.

We further evaluated whether the efficacy of ICI could be potentiated by pharmacological inhibition of Ago2, rather than genetic ablation. Because we found that ACF and ATA exhibited off‑target effects in vivo, we instead evaluated the commercial inhibitor BCI‑137 [55]. Administration of BCI-137 as a single agent yielded no significant therapeutic effect (S5 Fig). When combined with anti-PD-1, it reduced tumor burden by one-third, and extended overall survival, compared to mock and single-agent-treated tumors (S5 Fig). Consistent with our observations in Ago2-deficient tumors, these data indicate that pharmacological inhibition of Ago2 has the potential to synergize with ICI therapy. However, the magnitude of the effect is markedly reduced compared with genetic ablation of Ago2. We interpret this discrepancy as reflecting tissue-dependent activity of BCI-137, together with its likely suboptimal efficacy in immunologically ‘cold’ tumors relative to ‘hot’ tumors.

Finally, we examined the role of Ago2 in an orthotopic model of lung cancer. Following tail‑vein injection, KP cells home to the lung, their tissue of origin, and give rise to multiple tumors (S6 Fig). Tumor burden was assessed at 3 and 5 weeks post‑injection by hematoxylin and eosin staining of lung sections. In stark contrast to wild‑type KP cells, which formed an average of 15–20 tumors per animal, the vast majority of mice injected with ΔAgo2 KP cells exhibited no detectable tumors (Figs 3G and S6). These data demonstrate that Ago2 also promotes tumor growth in the lung within its native microenvironment.

These results support a role for tumoral Ago2 in suppressing antitumor immunity, limiting the efficacy of ICI treatment. Loss of Ago2 not only bolsters antitumoral immune responses but also sensitizes otherwise unresponsive NSCLC tumors to immune checkpoint inhibition.

### Ago2 loss reshapes the tumor microenvironment

To investigate the immune alterations that confer sensitivity to ICI in Ago2-deficient tumors, we performed flow cytometry analysis on immune cells isolated from tumors and tumor-draining lymph nodes (TDLNs) of mice bearing wild-type or ΔAgo2 LLC tumors, with or without anti-PD1 treatment. Samples were collected 10 days after initiating anti-PD1 therapy, a time point at which tumor growth begins to diverge between wild-type and ΔAgo2 groups due to immune system activity (Fig 4A). Compared to wild-type untreated tumors, the total number of immune cells (CD45⁺ compartment) showed a 3-fold increase in ΔAgo2 tumors and a 4-fold increase in ΔAgo2 tumors treated with anti-PD1 (Figs 4B and S7A). Loss of Ago2 in tumors enhances immune cell infiltration, a process further amplified by ICI treatment. This increased infiltration is primarily driven by the CD11b⁺ myeloid compartment, which exhibited a 4-fold enrichment in ΔAgo2 tumors treated with anti-PD-1 compared to untreated wild-type tumors (Fig 4B). Adaptive immunity, particularly CD8⁺ T cells, plays a critical role in controlling tumor growth in LLC and other syngeneic cancer models. Our findings further demonstrate that Ago2-deficient tumors are actively targeted by the adaptive immune response (Fig 3). Consistent with these findings, ΔAgo2 tumors treated with anti-PD1 displayed an approximately 5-fold increase in CD8⁺ T cells (Fig 4B). Across all groups, intratumoral CD8⁺ T cells were predominantly of the effector phenotype, with minimal representation of naive and memory subsets (S7B Fig). Progenitor exhausted T (Tpex) cells represent a subset of PD1^+^ CD8^+^ T cells that can self-renew, thereby maintaining a pool of functional T cells that can respond to ICI therapy and differentiate into other terminally exhausted T (Tex) cell subsets [56]. ΔAgo2 tumors showed a tendency toward increased frequencies of Tpex cells, while mice bearing ΔAgo2 tumors treated with anti-PD1 exhibited the highest proportions of Tex cells (S7B Fig). The loss of Ago2 supports the maintenance of Tpex cells while also promoting their differentiation into effector-exhausted cells following ICI treatment, thereby enhancing antitumor immunity. In contrast to CD8^+^ T cells, numbers of conventional CD4⁺ T (Tconvs) cells and regulatory CD4⁺ T (Tregs) cells remained steady between conditions (Fig 4B). Natural killer (NK) cells, which recognize and directly kill tumor cells, showed an approximately 7-fold increase in ΔAgo2 tumors treated with anti-PD1, compared to wild-type untreated tumors (Fig 4B). B cells, responsible for antibody production and antigen presentation, are also present in the tumor microenvironment. Loss of Ago2 in tumors leads to a 3-fold increase in B cells (Fig 4B). Collectively, these findings show that the loss of Ago2, combined with ICI treatment, promotes immune infiltration into ‘cold’ NSCLC tumors, thereby enabling the adaptive immune system to target cancer cells and suppress tumor growth.

**Fig 4:**
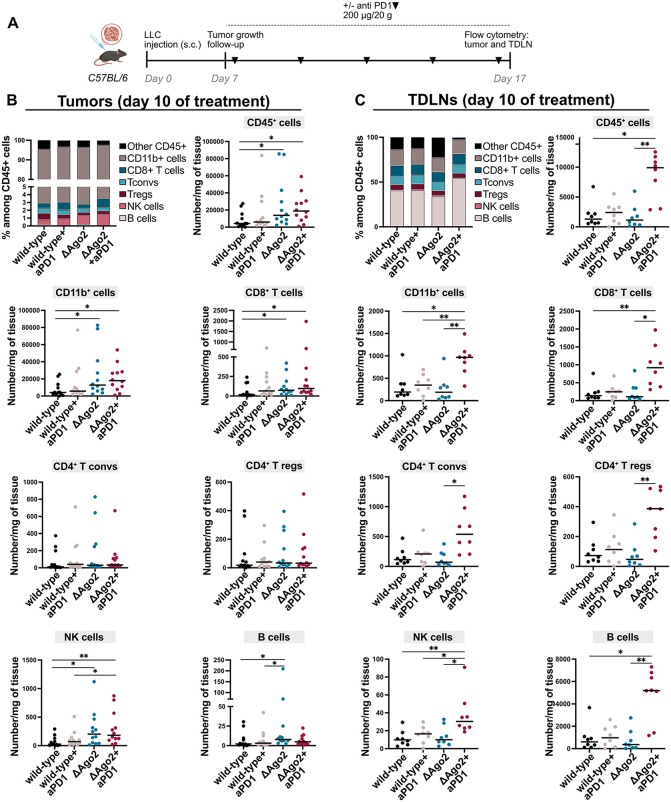
Ago2 loss reshapes the tumor microenvironment. **(A)** Schematics of tumor engraftment, treatment administration, and tumor growth follow-up. *Created in BioRender. Poirier,* ***E.*** *(2026)* *https://BioRender.com/17igj4k*. **(B)** Quantification of immune cell populations in the tumor microenvironment among CD45⁺ cells (top left). Absolute numbers of CD45⁺, CD11b⁺, CD8⁺ T cells, Tconvs, Tregs, NK cells, B cells in tumors collected 10 days after initiation of anti-PD1 treatment. Pool of 2 independent experiments. **(C)** Quantification of immune cell populations in the tumor-draining lymph nodes (TDLN) among CD45⁺ cells (top left). Absolute numbers of CD45⁺, CD11b⁺, CD8⁺ T cells, Tconvs, Tregs, NK cells, B cells in TDLNs collected 10 days after initiation of anti-PD1 treatment. One experiment. Statistical analysis was performed using Kruskal–Wallis test; *p < 0.05, **p < 0.01, and ***p < 0.001. The underlying numerical data for this figure can be found in S1 Data.

The antitumor immune response depends on the priming of T cells by myeloid cells within the TDLN, leading to the generation of tumor-specific T cells [10]. In the TDLN, mice bearing ΔAgo2 tumors and treated with anti-PD1 exhibited a 10-fold increase in total immune cells compared to wild-type, untreated tumors (Fig 4C). All major immune subsets contributed to this increase, including CD11b⁺ myeloid cells, CD8⁺ T cells, CD4⁺ Tconv cells, Treg cells, NK cells, and B cells (Fig 4C). In the TDLNs, anti-PD1 treatment in ΔAgo2-bearing mice tended to shift the CD8⁺ T cell population from a memory toward an effector phenotype, consistent with checkpoint-induced activation and differentiation. Nevertheless, PD1⁺ CD8⁺ cells in TDLNs predominantly retained the Tpex phenotype, with minimal representation of Tex cells across all groups. These findings support a model in which TDLNs serve as a reservoir of progenitor cells, while terminal differentiation primarily occurs within the tumor microenvironment (S8A and S8B Fig). These changes were specific to ΔAgo2 tumors treated with anti-PD1, and were absent in untreated mice, indicating a synergistic effect between Ago2 loss and ICI in promoting immune activation in TDLNs.

Altogether, these results show that Ago2 loss enhances the immune response in both tumors and TDLNs, transforming immunologically ‘cold’ tumors into an environment permissive to ICI treatment.

### Correlation between survival of ICI-treated NSCLC patients, Ago2 expression, and an IFN signature

To investigate whether Ago2-driven immunosuppression occurs in humans, we analyzed a published dataset of NSCLC patients that includes tumor transcriptomic profiles alongside survival data [57]. Patients in this cohort were all treated with ICI, specifically with anti-PD1 or anti-PD-L1. First, we evaluated whether Ago2 expression in tumor biopsies correlates with patient survival. Patients with tumors exhibiting low Ago2 levels demonstrated significantly improved survival compared to those with high Ago2 expression (S9A and S9C Fig). This observation aligns with previous reports indicating that elevated Ago2 expression in tumor biopsies is associated with poorer survival across various cancer types [31]. Next, we investigated whether the expression of inflammatory genes regulated by Ago2 correlates with patient survival. To this end, we developed an Ago2-dependent gene signature comprising genes whose expression was upregulated in ΔAgo2 tumors relative to wild-type tumors, based on our transcriptomic analysis (Fig 2A and S2 Table). Notably, Ago2 expression levels in tumors do not correlate with the Ago2-dependent gene signature (S9D Fig). This discrepancy may be due to the confounding influence of Ago2 expression, which is not limited to cancer cells but is also present in other components of the TME, as previously noted. In patient samples, elevated expression of the Ago2-dependent gene signature is associated with improved survival (S9B Fig). Since this signature encompasses ISGs such as Rsad2 and Mx1, the findings are consistent with prior studies demonstrating that patient survival is positively associated with a type I IFN signature across multiple cancer types [58,59].

Taken together, these findings suggest that, as observed in mice, tumoral Ago2 may suppress the activation of anticancer immune responses in humans, thereby reducing the efficacy of ICI. Consequently, Ago2 could represent a promising therapeutic target to enhance ICI sensitivity in NSCLC patients.

## Discussion

With this work, we demonstrate that Ago2 expression in NSCLC dampens tumor-intrinsic inflammation, thereby restraining antitumoral immune responses and the efficacy of ICI treatment. During the course of our research, Wang and colleagues published a study documenting a similar phenomenon [55]. Using mouse models of bladder cancer, colon cancer, and melanoma, which are immunologically ‘hot’ tumors that are normally responsive to ICI, the authors demonstrate that Ago2 blunts the antitumoral immune response through RNAi-mediated modulation of IFN signaling. They further show that genetic deletion of Ago2 in these tumors, as well as pharmacological inhibition of Ago2 in vivo, leads to increased antitumoral immune responses, and improves efficacy of ICI. Our work confirms and extends these findings by demonstrating that Ago2 similarly suppresses IFN signaling in immunologically ‘cold’ NSCLC tumors, which are otherwise resistant to ICI. Importantly, we show that Ago2 inhibition not only has the potential to enhance responses in tumors already sensitive to ICI but also represents a strategy to sensitize previously unresponsive tumors, broadening the therapeutic applicability of immune checkpoint blockade in NSCLC.

Our work, as well as the results of Wang *and colleagues,* point towards a central role of the IFN pathway in Ago2-mediated resistance to antitumor immunity. The two studies, however, diverge regarding the molecular mechanism by which Ago2 restrains IFN signaling. In the model by Wang and colleagues, type II IFN signaling is driven in tumor cells by IFNγ produced by T cells infiltrating the tumor, which signals via the IFNγ receptor. Ago2 is involved in reducing the levels of Stat1, that plays a central role in the IFNγ receptor signaling cascade. In this framework, IFN signaling is tumor-extrinsic, as it depends on IFNγ produced by T cells. 

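In the cultured LLC cells, the IFN genes Ifnb1 and Ifng were at the floor of the counts. Ifnb1 had 1 count in the 8 libraries together and Ifng had 0, so neither was detectable at this depth, where the floor was set at 3 counts. The receptor genes were expressed, Ifnar1 at 48.8 ± 4.96 CPM (SD, n = 4) in wild-type and 49.2 ± 5.94 CPM in ΔAgo2 cells and Ifngr1 at 20.3 ± 2.14 and 21.9 ± 8.17 CPM. Among the genes of dsRNA sensing, the log2 fold change was -0.31 for Ddx58 (RIG-I), 0.63 for Tlr3, -0.23 for Mavs and 0.25 for Tbk1. Cd274, which encodes PD-L1, had a log2 fold change of 0.17. None of these 7 genes passed an adjusted p of 0.05, with adjusted p from 0.8002 for Tlr3 to 0.993 for Ifnar1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without wild-type replicate 4, the direction changed for Mavs (0.029), Tbk1 (-0.038) and Cd274 (-0.12), and it changed for Ddx58 (0.051) without wild-type replicate 3.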

We instead document the existence of tumor-intrinsic IFN signaling, in the absence of immune cells, as demonstrated by transcriptomics analysis of NSCLC cells in culture (Fig 2). Such differences may be related to the use of unrelated tumor models, as well as to different TMEs, particularly the immunologically ‘hot’ or ‘cold’ status. Nonetheless, it suggests that Ago2 expression is positively selected in tumor cells for its ability to counteract IFN signaling, and therefore immune activation. This inhibitory capacity may be achieved via multiple, orthogonal strategies, linked to the pleiotropic roles of Ago2. In that line, our data point to a role for Ago2 in limiting the accumulation of immunogenic, TE‑derived dsRNA. In the absence of Ago2, dsRNA accumulates and activates an innate immune response, likely through recognition by RIG‑I/MDA5 and TLR3, as previously reported [50].

Evidence links elevated Ago2 expression in tumors with reduced patient survival across different cancer types [30,31,60,61]. In hepatocellular carcinoma, Ago2 upregulation has been shown to enhance tumor cell proliferation, migration, and metastatic potential in vivo [62]. Its expression positively correlates with vascular endothelial growth factor levels across multiple hepatocellular carcinoma cell lines [63]. Similarly, in multiple myeloma, Ago2 contributes to neovascularization through microRNA-dependent mechanisms [64]. In breast cancer, Ago2 promotes tumor growth by increasing the transcription of progesterone receptor mRNA [65]. Finally, Ago2 has been shown to sustain tumor progression in Kras-driven murine models of NSCLC by interacting with Kras and promoting downstream oncogenic signaling [66,67]. Thus, Ago2 seems to possess multiple roles when it comes to favoring tumorigenesis. Whether the immunomodulatory role of Ago2 is a general feature across tumor types remains to be established.

This work demonstrates that loss of Ago2 in NSCLC cells can sensitize tumors that are otherwise resistant to ICI, highlighting Ago2 as a promising therapeutic target to enhance the efficacy of immune checkpoint blockade in patients. Treatment with two small-molecule inhibitors of Ago2, ACF, and ATA, indeed results into decreased tumor growth in vivo. However, at odds with data obtained through genetic deletion of Ago2, this effect is independent of the adaptive immune system. We hypothesize that ACF and ATA may exert off-target effects, possibly by modulating proteins such as DNA topoisomerase [53]. This modulation could influence the host immune response, potentially explaining the reduced immune infiltration observed in tumors from ACF-treated animals (S4C Fig).

We additionally evaluated BCI‑137, a reported Ago2 inhibitor. Wang and colleagues previously described a strong synergistic effect between BCI‑137 and ICI. In our study, we likewise observed a benefit of the combination treatment relative to single-agent therapies. Indeed, whereas the monotherapies were not effective, the combination of BCI and anti-PD1 resulted in a modest reduction of tumor volume and an extension of the overall survival (S5 Fig). This discrepancy may reflect differences in tumor context, including tumor type and immune microenvironment: our analyses focus on immunologically ‘cold’ tumors, whereas Wang and colleagues investigated ‘hot’ tumors. More broadly, these findings also underscore the current limitations of available Ago2 inhibitors for in vivo applications. Therefore, therapeutic targeting of Ago2 will necessitate the development of highly specific inhibitors, along with delivery strategies that ensure selective targeting of tumor cells, in order to minimize off-target effects on host cells.

## Materials and methods

### Cell lines

LLC wild-type, LLC ΔAgo2, LLC ΔAgo2, ΔMAVS, KP (Kras^LSL-G12D/+^; Trp53^flox/flox^) wild-type, and KP ΔAgo2 cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM) + GlutaMAX-TM-l, 10% Embryonic Stem Cell fetal bovine serum (ESC FBS) (Gibco), and 1% penicillin-streptomycin (Gibco). HEK cells were cultured in DMEM+ GlutaMAX-TM-l + 10% FBS + 1% penicillin-streptomycin + 1% NEAA + 1% HEPES + 1% Sodium Pyruvate.

### Animal experimentation

Six to eight weeks old C57BL/6J female mice were purchased from Charles Rivers Laboratories. Mice were allowed to acclimate to the housing animal facility for 7 days before tumors engraftment. Rag2-/- mice were bred in the Animal facility of the Curie Institute. For the in vivo studies, all animals were used according to the protocols approved by the Animal Committee of Curie Institute and housed in the animal facility of the Curie Institute in a pathogen-free environment with a 12-hour day/night cycle and a free access to food and water, temperature between 20 and 24 °C with an average humidity rate between 40% and 70%. Human endpoints were used for tumor-bearing mice as maximal ethical size of tumors subcutaneously grafted of 2 cm^3^, more than 20% of weight loss, signs of altered mobility-eating ability, and cachexia. Experimental procedures were approved by the Ministère de l’Enseignement Supérieur, de la Recherche et de l’Innovation in compliance with the international guidelines. Reference APAFIS number #37693−2022061520027 172 v1.

### Tumor implantation

LLC/KP wild-type and ΔAgo2 cells were subcutaneously injected into female mice flanks (3 × 10^5^ cells in 100 μL of PBS per mouse). Mice were randomized seven days after tumor inoculation. Tumors were monitored twice a week. Tumor sizes were measured using a digital caliper and tumor volume was calculated with the formula ((width^2^ × length)/2).

Two hundreds of micrograms of anti-PD1 (Leinco Technologies) diluted in 200 μL of PBS or 200 μL of PBS were intraperitoneally injected into mice three times per week. 100 mg/kg per mouse of BCI-137 (MedChemExpress), was diluted in 10% DMSO+ 90% Corn Oil and injected intraperitoneally twice per week for the first week and once per week for the following two weeks. Treatments were initiated seven days following tumors implantation.

Induction of orthotopic lung metastases was achieved by tail vein injection of 3.5 × 10^5^ KP wild-type and ΔAgo2 cells in 200 μL of PBS.

### Flow cytometry

Mice were sacrificed 10 days after the start of the treatment and tumors and draining lymph nodes were collected. Tumors were first collected and mechanically digested in CO_2_-independent medium (Gibco) containing 0.1 mg/mL liberase TL (Roche) and 0.1 mg/mL DNAse then using gentleMACSTM Octo Dissociator (Miltenyi Biotec) for 41 min. Cell suspensions were then filtered with a 100 µm cell strainer and red blood cells were lysed with hypotonic buffer. FACS buffer (PBS 1×, 5% BSA, and 0.5 M EDTA) was then added and cells were centrifuged then Live/dead cell discrimination was performed using Live/dead fixable Aqua Dead Cell Stain Kit (Life Technologies) and Fc receptors were blocked with the CD16/CD32 (clone 2.4.G2) mAb (BD) as per the manufacturer’s instructions. Cell surface labeling was then performed by incubating cells with the antibodies listed in S4 Table diluted in FACS buffer for 30 min at 4 °C. For intracellular staining, cells were resuspended in 100 µL of fixation-permeabilization buffer (eBioscience) per sample for 30 min at 4 °C. After centrifugation, cells were incubated with the antibodies diluted in the permeabilization buffer (eBioscience) for 30 min at 4 °C. For T cell enrichment, mononuclear cells were recovered from Percoll gradient (GE Healthcare Life Science) from 40% to 75% interface, washed, and resuspended in FACS buffer before proceeding to the staining. Lymph nodes were collected in cold PBS 1×, mechanically digested, filtered, and kept in FACS buffer. Cells were stained following the same protocol as tumors. Unless specified otherwise, all centrifugations were carried out at 1,350 rpm for 8 min at 4 °C. All data acquisition was done using an LSRFortessa instrument with FACSDiva software v8.0.1 (BD) and analyzed using FlowJo software (TreeStar).

### Bulk RNA sequencing

LLC wild-type and LLC ΔAgo2 cell lines were maintained in culture as previously mentioned. RNA was purified using NucleoSpin RNA kit (MACHEREY-NAGEL) following the manufacturer’s protocol. Total RNA quality was analyzed using the Agilent 2100 Bioanalyzer G2939A. RNA libraries were prepared from 500 ng purified total RNA according to the manufacturer’s instructions. Libraries were sequenced by Illumina NovaSeq-S1-PE100, and data was aligned on a ribosomal RNAs database and then on the reference genome mm10. Gene expression is quantified using featureCounts from the software package Subread. Downstream analysis is performed using R (version 4.1.1) in which raw counts are loaded and then normalized using R package DESeq2 (version 1.34.0). Statistical analysis to identify the differential expression genes is performed using DESeq2. Genes are considered significantly differentially expressed according to Benjamini–Hochberg adjusted *p*-value. Plots are created using ggplot2 (version 3.3.6). Enrichment of gene sets was analyzed using the MSigDB gene set database available at EnrichR.

### Transposable element analysis from mouse bulk RNA-seq

Analyses were done as described in [68]. STAR (version 2.7.6.a [69]) was used to map reads against mm10 reference mouse genome. TE expressions were quantified using featureCounts [70] from Subread suite package (version 2.0.6) with the following parameters: -p -M --primary –ignoreDup for individual TE counts. The annotation file used for TE quantification was from TEtranscripts and is provided as supplementary material.

The TE count matrix was imported into R (version 4.4.2). TEs were retained for analysis only if at least one read was detected in at least two out of four replicates per group. TEs with expression below a threshold of 0.5 TPM (Transcripts Per Million) were filtered out from the raw count matrices. Counts were normalized, and differential expression analysis was conducted using the DESeq2 R package (version 1.46.0). TEs with a Benjamini–Hochberg (BH)-adjusted *p*-value <0.05 were considered significantly differentially expressed between conditions. PCA plots were generated using the plot.PCA function from the DESeq2 R package (version 1.46.0) and visualized using the ggplot function from the ggplot2 R package (version 3.5.2). Volcano plots, pie charts, and enrichment plots were created using R (version 4.4.2) and ggplot2 (version 3.5.2).

### Lentiviral CRISPR-Cas9-mediated knock out of Ago2

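The guide sequence GATACCTGTTCACTCTCCGA was matched to the mouse Ago2 transcripts of GRCm38. It is opposite to the transcript strand, and 15 of its 20 bases lie in the coding part of exon 2 of the 19 exons of Ago2, on chromosome 15 from 73146370 to 73146384. The exon spans 73146370 to 73146565, and the other 5 bases of the guide run past its end into the intron. The transcript reads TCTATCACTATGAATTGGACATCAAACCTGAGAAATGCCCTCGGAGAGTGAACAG up to the end of the exon. The bases next to the 3′ end of the guide on its own strand are GGG.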

HEK cells were transduced with the packaging plasmid psPAX2 (Addgene), the VSV-G envelope expressing plasmid pMD2.G (Addgene), and the LentiCRISPRv2_Ago2_g2 was built according to the protocol described in [71] by cloning the Ago2_g2 sequence (GATACCTGTTCACTCTCCGA) into the backbone, to produce the lentivectors. LLC and KP cells were infected by the generated lentivirus and maintained under puromycin selection (5 µg/mL) for one week. MAVS knock-out was generated with lentivectors encoding for the plasmid VB251112-1266ncr (VectorBuilder). Cells were maintained under blasticidin selection (2 µg/mL) for 5 days. Single cells were sorted using SH800S Cell Sorter to obtain single-cells clones.

### Western blot

Cell lysis was performed by incubating cells with 25 µL of RIPA buffer (150 mM sodium chloride, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate, and 50 mM Tris, pH 8) and protease inhibitor (1/100) for 20 min on ice. Post-nuclear supernatant was mixed with 2× Laemmli Buffer containing βmercaptoethanol and boiled at 95 °C for 5 min. Samples were run in mini-PROTEAN TGX stain-free gel 4%–15% (Bio-Rad) at 90 V for 15 min then at 120 V until run was finished. The proteins were transferred on a PVDF membrane (Bio-Rad) using Trans-Blot Turbo (Bio-Rad). The membrane was blocked in 0.1% TBS-Tween and 5% milk for 1 hour at RT. Probing of the membrane was performed overnight at 4 °C with the antibody targeting Ago2 (97 KDa) and MAVS (75, 52 KDa). Membranes were then washed three times with 0.1% TBS-Tween, incubated 1 h at room temperature with HRP-coupled anti-rabbit secondary antibody and anti-beta actin antibody (42 KDa) coupled to HRP and washed again three times with 0.1% TBS-Tween. Signal detection was performed using Clarity Western ECL Substrate (Bio-Rad) on a ChemiDoc Go system (Bio-Rad). Images were acquired using either the auto-optimal exposure setting or manual signal accumulation mode (10s capture intervals over a 3min total exposure). The following antibodies were used: primary antibody: α-Ago2 (rabbit) (Cell Signaling technology, C3C4C6 rabbit mAb #2897, 1:1,000 in TBS-Tween 0.1% + milk 5%); α-MAVS (rabbit) (Cell Signaling technology, rabbit mAb #4983, 1:1,000 in TBS-Tween 0.1% + milk 5%); α-actin (Invitrogen, MA5-15739-HRP, rat mAb, 1:10,000 in TBS-Tween 0.1% + milk 1%). Secondary antibody: α-rabbit (Jackson Immuno reference #111-035-144 1:10,000 in TBS-Tween 0.1% + 1% Milk)

### Double-stranded RNA immunoprecipitation

Immunoprecipitation of dsRNA was performed using the Pierce Classic Magnetic IP Kit (Thermo Fisher) according to [72] with minor modifications. Briefly, ~8 × 10^6^ LLC cells were lysed in 500 μL lysis buffer on ice. Ten percent of each lysate was saved as input control. The remaining material was divided and incubated for overnight at 4 °C in rotation with pre-washed and pre-blocked Protein A/G magnetic beads and either an isotype control antibody (Invitrogen, Mouse IgG2a kappa Isotype Control cat #14-4724-85) or the anti-dsRNA antibody J2 (Absolute Antibody, cat. #AB01299123.0, lot #T2309A07). The following day, beads were washed three times in lysis buffer and then immediately processed for RNA extraction.

### Statistical analysis

Statistical details are indicated in the corresponding figure legends. Data were analyzed in GraphPad Prism 10 software. In figures, *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

## Supporting information

S1 Fig Small molecule inhibitors of Ago2 are antitumoral in NSCLC. (**A**) Western blot quantifying Ago2 protein in LLC wild-type, LLC ΔAgo2 cells, KP ΔAgo2 cells. Clone #D11.2 was chosen for in vivo engraftment. (**B**) Growth rate of wild-type and ΔAgo2 LLC and KP cells, measured by percent confluency using a CellCyte live-cell imaging system (*n* = 3). (**C**) HEK293T cells expressing GFP were transfected with dsRNA targeting part of the GFP sequence, triggering RNAi-dependent GFP silencing. Cells were treated with increasing concentrations of ACF or ATA, and GFP fluorescence was quantified by flow cytometry (*n* = 3). (**D**) Body weight curves as a measure of toxicity in mice receiving ACF (3–30 mg/kg) or ATA (3–30 mg/kg), delivered intraperitoneally, 5 days per week. Four mice per group. (**E**) Schematics of tumor engraftment, treatment administration, and tumor growth follow-up. *Created in BioRender. Poirier, E. (2026) https://BioRender.com/17igj4k* (**F**) Wild-type mice were implanted with LLC wild-type and treated with ACF 12.5 mg/kg intraperitoneally for five days/week. Tumor growth was measured. (**G**) Wild-type mice were implanted with LLC wild-type and treated with ATA 0.1 mg/kg intraperitoneally for five days/week. Tumor growth was measured. (**H**) Wild-type mice were implanted with LLC ΔAgo2 and treated with ACF 12.5 mg/kg intraperitoneally for five days/week. Tumor growth was measured. (**I**) Wild-type mice were implanted with LLC ΔAgo2 + Ago2 and treated with ACF 12.5 mg/kg intraperitoneally for five days/week. Tumor growth was measured. Mean ± SEM (left) and individual tumor growth (right) are represented. (F) and (H), 24 mice per group, pooled from 3 independent experiments of 8 mice each. (G) 11 mice per group, pooled from 2 independent experiments of 5–6 mice each. (I) 14 mice per group, pooled from 2 independent experiments of 6–8 mice each. Statistical analysis was performed using two-way repeated-measures ANOVA followed by Šidák post-hoc test; *p < 0.05, **p < 0.01, and ***p < 0.001. The underlying numerical data for this figure can be found in S1 Data.
(TIFF)

S2 Fig Transcriptomic landscape of ΔAgo2 LLC cells. (**A**) Volcano plot showing significantly differentially expressed genes in tumor-derived ΔAgo2 cells compared with tumor-derived wild-type cells (*p* < 0.05; |log_2_ fold change| > 1,2). (**B**) Pathway enrichment analysis of significantly upregulated genes in ΔAgo2 tumor-derived cells. 

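Between the cultured genotypes, 42 of the 14228 tested genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 11 higher and 31 lower in ΔAgo2 cells. For all 42, the 4 values of one genotype lay above the 4 of the other, which held for 863 of all tested genes, where chance gives 2.86% of genes. At an unadjusted p under 0.05 and a log2 fold change beyond 1.2, 199 genes were higher and 393 lower, and with library size alone as the scaling 247 were higher and 314 lower. The number of genes with an adjusted p under 0.05 was moved most by DESeq2, to 399, and by leaving out ΔAgo2 replicate 1, to 1. With the replicate number as a block, 18 genes passed, 4 higher and 14 lower, 17 of them among the 42, and 312 genes were higher and 276 lower at the unadjusted thresholds. The mean correlation of differently numbered libraries was -0.023.
The genes with the smallest p among those higher in ΔAgo2 cells were Plscr2, Slc25a48, Gabra3, Celf2 and Msln. Plscr2 rose from 2.26 ± 0.754 to 32.2 ± 6.32 CPM (SD, n = 4 each), a log2 fold change of 3.83 (standard error 0.35). The log2 fold change was 2.90 for Celf2 and 5.14 for Msln. Slc25a48 and Gabra3 had at most 3 counts in each wild-type library and were at least 14.3-fold and 7.76-fold higher. The genes with the smallest p among those lower were Gm53, Adam19, Wasf3, Tmem45a and Gpc4, all with at most 3 counts in each ΔAgo2 library. Against that floor, they were at least 50.7-fold (Gm53), 90.8-fold (Adam19), 21.1-fold (Wasf3), 51.5-fold (Tmem45a) and 21.0-fold (Gpc4) lower. The adjusted p of these 10 genes lay between 0.00730 and 0.0247 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). If the ΔAgo2 libraries came from the same clone, differences particular to that clone could also pass this test.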

Data were analyzed via EnrichR. (**C**) Volcano plot showing significantly differentially expressed genes in ΔAgo2 versus wild-type cells cultured in vitro (*p* < 0.05; |log_2_ fold change| > 1.2). (**D**) Curated heatmap of selected genes upregulated in ΔAgo2 cells in vitro. (**E**) Pathway enrichment analysis of significantly upregulated genes in ΔAgo2 cells cultured in vitro. Data were analyzed via EnrichR and fastGSEA, with enrichment plots shown for the four most relevant pathways identified by Gene Ontology and pathway databases. (**F**) Pathway enrichment analysis of significantly downregulated genes in ΔAgo2 cells cultured in vitro. The underlying numerical data for this figure can be found in S1 Data.
(TIFF)

S3 Fig Characterization of transposable element expression and assessment of MAVS signaling in Ago2-deficient cells. (**A**) Principal component analysis (PCA) of TE expression profiles in LLC wild-type and ΔAgo2 cells. (**B**) Relative enrichment of TE classes in wild-type and ΔAgo2 cells. (**C**) Distribution of expressed TE classes, showing the proportion of all TEs, upregulated TEs, and downregulated TEs in ΔAgo2 cells (left to right). (**D**) Western blot quantifying MAVS protein in LLC wild-type, LLC ΔAgo2 cells, LLC ΔAgo2, ΔMAVS cells. (**E**) Levels of *Ccl2*, *Cxcl10*, and *Rsad2* transcripts measured by RT-qPCR in LLC ΔAgo2 cells and LLC ΔAgo2, ΔMAVS cells. The underlying numerical data for this figure can be found in S1 Data.
(TIFF)

S4 Fig The antitumoral effect of the Ago2 inhibitor ACF is independent of the immune system. (**A**) Tumor growth of wild-type LLC engrafted in immunocompetent C57BL/6 mice and ΔAgo2 engrafted in Rag2^−/−^ mice. Mean ± SEM (left) and individual tumor growth (right) are represented. (**B**) Schematics of tumor engraftment, treatment administration, and tumor growth follow-up. Rag2^−/−^ mice were implanted with LLC wild-type and treated with ACF 12.5 mg/kg intraperitoneally for five days/week. Tumor growth was measured. 8 mice per group. One experiment. *Created in BioRender. Poirier, E. (2026) https://BioRender.com/17igj4k*. (**C**) Flow cytometry quantification of CD45^+^ immune cells in tumors treated with ACF 12.5 mg/kg intraperitoneally for five days/week and harvested at the indicated time points. Statistical analysis was performed using Mann–Whitney test; *p < 0.05, **p < 0.01, and ***p < 0.001. The underlying numerical data for this figure can be found in S1 Data.
(TIFF)

S5 Fig Pharmacological inhibition of Ago2 synergizes with ICI for a modest antitumoral effect. (**A**) Wild-type mice were implanted subcutaneously with KP wild-type and ΔAgo2 cells. Mice bearing wild-type tumors were treated with anti-PD-1 (200 µg/20 g body weight, injected intraperitoneally three times per week), BCI-137 (100 mg/kg, twice per week for the first week, then once per week for the following two weeks), or a combination of both. Mean ± SEM (left) and individual tumor growth (right) are represented. 7–8 mice per group. One experiment. Tumor sizes at day 23 post-randomization are shown. Statistical analysis was performed using Kruskall–Wallis test; *p < 0.05, **p < 0.01, and ***p < 0.001. (**B**) Kaplan–Meier survival curves for mice bearing wild-type tumors treated with vehicle, anti-PD1, BCI-137, or the combination, compared to mice bearing ΔAgo2 tumors. Statistical significance was evaluated using a log-rank test (*p* < 0.05). The underlying numerical data for this figure can be found in S1 Data.
(TIFF)

S6 Fig Loss of Ago2 dampens tumor growth in an orthotopic lung model. Representative macroscopic images of formalin-fixed lungs excised 5 weeks post-tail vein injection with either wild-type or ΔAgo2 KP cells.
(TIFF)

S7 Fig Gating strategy and immune profiling of Ago2 competent and deficient tumors. (**A**) Representative gating strategy for one tumor sample from LLC tumor-bearing mice, collected 10 days after initiation of anti-PD1 treatment. (**B**) Flow cytometry plots showing the distribution of naive, memory, and effector CD8⁺ T cells (left), and progenitor exhausted (Tpex) and terminally exhausted (Tex) subsets (right) among PD1⁺ CD8⁺ T cells in the TME. Statistical significance was determined using a two-way ANOVA followed by Tukey’s multiple comparisons test. *p < 0.05, **p < 0.01, and ***p < 0.001. The underlying numerical data for this figure can be found in S1 Data.
(TIFF)

S8 Fig Gating strategy and immune profiling of TDNL draining from Ago2 competent and deficient tumors. (**A**) Representative gating strategy for one TDLN from LLC tumor-bearing mice, collected 10 days after initiation of anti-PD1 treatment. (**B**) Flow cytometry plots showing the distribution of naive, memory, and effector CD8⁺ T cells (left), and progenitor exhausted (Tpex) and terminally exhausted (Tex) subsets (right) among PD1⁺ CD8⁺ T cells in TDLNs. Statistical significance was determined using a two-way ANOVA followed by Tukey’s multiple comparisons test. *p < 0.05, **p < 0.01, ***p < 0.001. The underlying numerical data for this figure can be found in S1 Data.
(TIFF)

S9 Fig Correlation between survival of ICI-treated NSCLC patients, Ago2 expression, and an IFN signature. (**A**) Kaplan–Meier survival curves for patients in the Stand Up To Cancer–Mark Foundation (SU2C–MARK) non-small cell lung cancer cohort stratified into high versus low Ago2 expression groups, defined using the optimal cutoff determined by maximally selected rank statistics. (**B**) Kaplan–Meier survival curves for the same patients stratified into high versus low expression groups based on a custom Ago2-dependent signature. Statistical significance was evaluated using a log-rank test (*p* < 0.05). (**C**) Optimal cutoff value for Ago2 expression in the SU2C–MARK NSCLC cohort, determined for use in Kaplan–Meier survival analysis. (**D**) Correlation between Ago2 expression levels and the custom IFN signature in patients of the same cohort. The underlying numerical data for this figure can be found in S1 Data.
(TIFF)

S1 Table Differential gene expression in wild-type versus ΔAgo2 cells and tumors. This table contains the normalized count matrix and differential expression analysis results from the bulk RNA-sequencing of wild-type and ΔAgo2 cells and tumors, indicated, respectively, as ‘in vitro’ and ‘in vivo’ in the file. 

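The in vitro comparison was computed again from the deposited counts with DESeq2 and its default settings. The 1796 genes with the smallest p in the paper's table for the cultured cells were all found, and the largest difference from the paper's log2 fold change was 1.7e-05. The paper's table has 399 genes with an adjusted p under 0.05, and all 399 also passed with DESeq2 here (Wald test, Benjamini-Hochberg adjustment). Of the genes called by edgeR's quasi-likelihood test, 41 are among these 399.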

The data includes the complete list of significantly upregulated and downregulated genes.
(XLSX)

S2 Table Custom IFN gene signature used for patient survival stratification. Hand-curated list of genes derived from the ex vivo bulk RNA-sequencing analysis used to define the custom IFN signature. This signature was applied to the SU2C-MARK cohort to stratify patient survival outcomes, as depicted in S9 Fig.
(XLSX)

S3 Table Differential expression of transposable elements in wild-type vs. ΔAgo2 cells. This table provides the relative expression matrix and statistical analysis of individual transposable elements (TEs). Data is derived from the same in vitro bulk RNA-sequencing dataset as S1 Table.
(XLSX)

S4 Table List of antibodies used for flow cytometry staining.

S1 Data Excel file containing the underlying numerical data for all figures in the main manuscript and supporting information. Each sheet corresponds to a specific figure.
(XLSX)

S1 Raw Images Original, uncropped, and minimally adjusted images supporting blot and gel results reported in the following figures: S1A and S3D Figs.
(PDF)

## Abbreviations

ACF: Acriflavine
ATA: aurintricarboxylic acid
Ago2: Argonaute 2
DMEM: Dulbecco’s Modified Eagle Medium
dsRNA: double-stranded RNA
ERVK: endogenous retrovirus K
ESC FBS: Embryonic Stem Cell fetal bovine serum
ICI: immune checkpoint inhibitors
IFN: interferons
ISGs: interferon-stimulated genes
LINEs: long interspersed nuclear elements
LLC: Lewis lung carcinoma
LTR: long terminal repeat
miRNAs: micro-RNAs
NK: natural killer
NSCLC: non-small cell lung cancer
RNAi: RNA interference
TDLNs: tumor-draining lymph nodes
TEs: transposable elements
TME: tumor microenvironment

# Supplementary material for: Argonaute 2 drives resistance to immune checkpoint inhibitors in immunorefractory non-small cell lung cancer
**Source:** PLoS Biol. 2026 Jun 18;24(6):e3003860. doi: 10.1371/journal.pbio.3003860
**Supplement:** S1 Raw Images — S1A and S3D Figs.

Uncropped blot for Fig. S1A

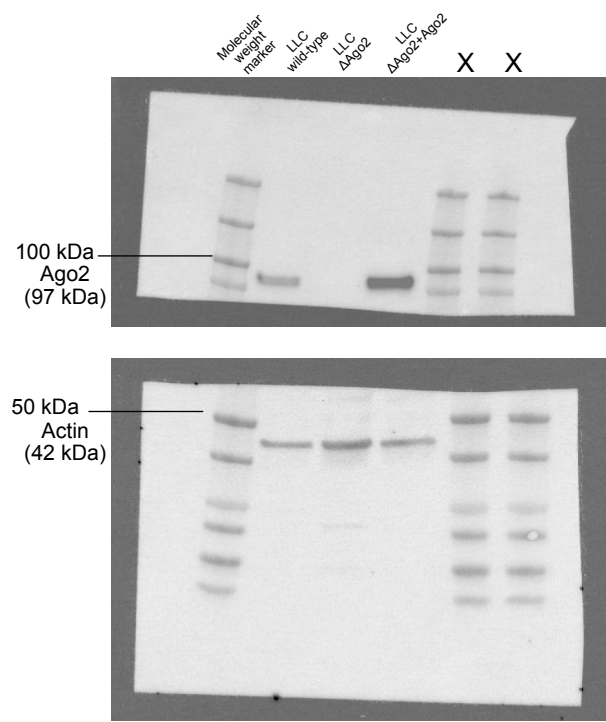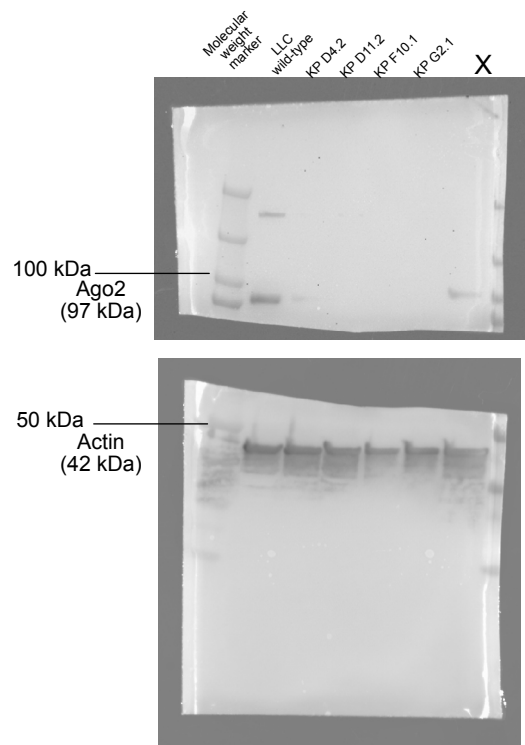

Uncropped blot for Fig. S3D

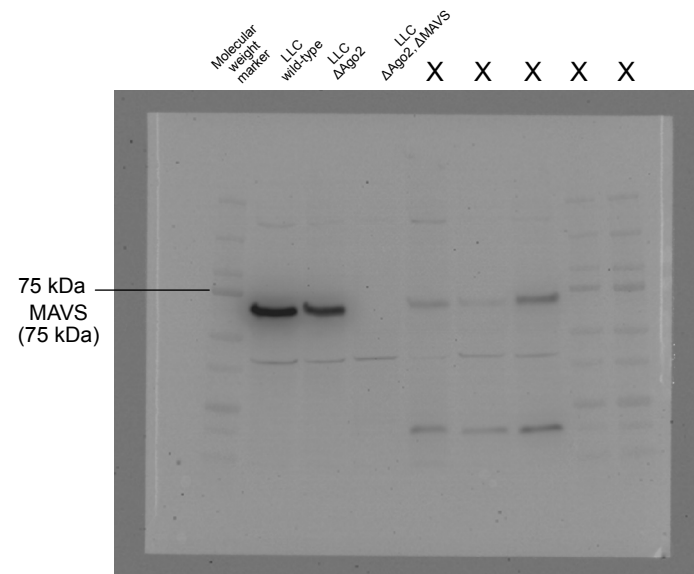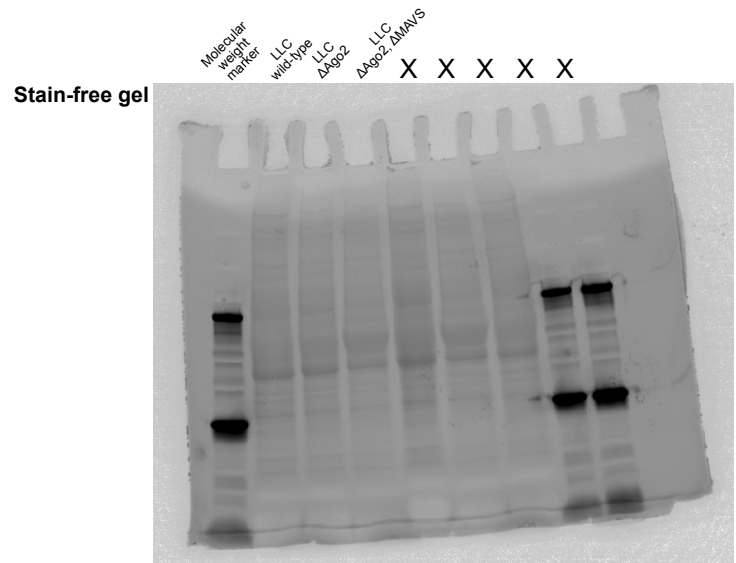

**Ago2:** Image acquired using a Bio-Rad ChemiDoc Go system in manual signal accumulation mode (10-second capture intervals, 3-minute total exposure).

**Actin:** Image acquired using a Bio-Rad ChemiDoc Go system in manual signal accumulation mode (1-second capture intervals, 60-second total exposure).

**MAVS:** Image acquired using a Bio-Rad ChemiDoc Go system in manual signal accumulation mode (10-second capture intervals, 3-minute total exposure).

**Stain-Free Gel (Loading Control):** Stain-Free gel image acquired using a Bio-Rad ChemiDoc Go system (5-minute UV activation, Stain-Free gel program).

How the deposited data were processed for this re-analysis (not part of the article)

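RNA-seq of LLC cells in culture, a mouse lung carcinoma line, was examined for 4 wild-type and 4 ΔAgo2 libraries, each mapped to its genotype and replicate number by its label. The authors purified total RNA, sequenced paired-end libraries, aligned the reads to ribosomal RNA sequences and then to mm10, and counted reads on genes with featureCounts. The deposited counts are whole reads on 55487 genes without normalization. The authors also deposited TPM, counts scaled to gene length and library total, for the same libraries. The paper's text does not name the gene annotation release or the strand setting of the counting, so antisense and overlapping genes could share reads.

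Totals ran from 40740643 to 68530912 counts in wild-type and from 39628101 to 57595675 in ΔAgo2 libraries. A gene at or under 3 counts in every library of a group was treated as at the floor, and a fold against such a group is a lower bound computed against 3 counts. Gene names, positions, GC content and length came from the GENCODE annotation of GRCm38, matched on identifiers without their version, and 93 identifiers had no match.

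Genes were filtered with edgeR's filterByExpr, which left 14228, normalized with TMM and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), two-sided, with Benjamini-Hochberg adjustment and the genotype as the only factor. Standard errors are the log2 fold change divided by the square root of F. CPM values are counts divided by the library sizes scaled with the TMM factors. Gene sets were tested against the other tested genes with camera of limma 3.58.1, with the inter-gene correlation preset to 0.01. The sets were the custom IFN signature, the leading-edge genes of 4 tumor pathways, of which 3 lists were read in part, and the genes that the paper lists as changed in tumors. DESeq2 1.42.0 and fgsea 1.28.0 were used for alternatives. Permutation tests of correlations used 100000 resamples.

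The genes named are Ago2, its paralogs and Dicer1, the signature genes, the IFN and dsRNA sensing genes of the paper, the 5 genes with the smallest p in each direction among those with an adjusted p under 0.05 and no overlap between groups, and the genes at clusters of transposable elements (TEs). This rule was set before the data were examined. The result for 1 of these genes is not reported here. That a cluster had to hold at least 2 TEs was set after the values were seen.

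The replicate numbers come from the labels, and the paper does not say that same-numbered libraries were made together. A fit with the replicate number as a block is given beside the fit without it.

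The alternatives were DESeq2, limma-voom without and with sample weights, other scaling factors, other filters on low counts, robust dispersion, the replicate block, each library left out in turn, limma on log2(TPM + 1) and log2(TPM + 0.1), stricter thresholds, and other gene set tests. These were set before the data were examined. A correction of each library for GC content, alone and with the replicate block, was added after wild-type replicate 4 was seen to stand apart.

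The methods were tested on simulated counts with the means and totals of the real libraries. In these, 200 of 14228 genes were changed by 2 on the log2 scale. The spread of each gene was estimated from the real libraries and was the same in both groups of a simulation. The wider spread of the real wild-type libraries was therefore not simulated. edgeR called 94 of the 200 and 5 other genes, and DESeq2 called 155 and 38 other genes. With the spread of the libraries without wild-type replicate 4, edgeR called 156 and 11 other genes. With a GC bias added to wild-type replicate 4, edgeR called 108 before and 156 after the GC correction. Of 100 random gene sets, 1 had a camera p under 0.05. The simulated genes varied independently, so these sets do not check the preset correlation between genes.

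The tumor libraries and the TE counts were not analysed here. The tumor and TE values used for comparison are the paper's.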

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

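The 7 results below have one library far from the other 3 of its group. In each group of 4 libraries, the gap from the highest or lowest value to its neighbor was divided by the range of the group, for 86 groups of gene values on the log2 CPM scale and library measures. By chance about 1 in 20 groups stands out in this way. The tests of GC content given here were chosen after wild-type replicate 4 was seen to lie apart.

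Ifit2 in wild-type cells was lowest in wild-type replicate 4 (ratio 0.882), with 227 counts against 2244 to 2697 in the other wild-type libraries. This library deviated from the others with GC content (Spearman rho 0.72 across genes), and a low value of Ifit2 there may follow from that bias. After the GC correction, the log2 fold change of Ifit2 moved from 0.071 to -0.038. No biological explanation was tested, since no condition sets this library apart.

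Tlr3 in wild-type cells was highest in wild-type replicate 2 (ratio 0.889), with 205 counts against 21 to 48 in the other 3 libraries. Gpc4 in wild-type cells gave a ratio of 0.865 for wild-type replicate 3, with 151 counts against 40 to 95. Il15 in ΔAgo2 cells was lowest in ΔAgo2 replicate 4 (ratio 0.830), with 64 counts against 87 to 131. No explanation was tested for these 3 genes.

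Gm53, Adam19 and Wasf3 in ΔAgo2 cells gave a ratio of 1 each. In each of them 1 library had 1 count and the other 3 had 0 counts, so a single read sets the ratio.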

How the results depend on the processing

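The number of genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless another tool is named) depended on the setting, from 1 to 399 against 42. The cause was not tested for the changes below. The GC correction, alone and with the replicate block, was chosen after seeing the data. Under every alternative run, the median of the tumor-higher genes stayed above 0 (0.28 to 0.76) with p at or under 0.0220 in the set tests, and the median of the tumor-lower genes stayed below 0 (-0.79 to -0.19). The signature median stayed above 0 (0.062 to 0.57), and the inflammatory response median stayed above 0 (0.25 to 0.93).

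With DESeq2, 399 genes passed, 133 higher and 266 lower, 41 of them among the 42; 315 were higher and 840 lower at the figure thresholds, 1 signature gene passed over all genes and 4 over the list alone. With limma-voom, 311 were higher and 250 lower at the figure thresholds, and Ago4 changed direction (0.34). With voomWithQualityWeights, 257 genes passed, 104 higher and 153 lower, and 348 were higher at the figure thresholds; 1 signature gene passed over all genes and 4 over the list alone. In that fit the medians of the signature (0.29), IFN-alpha (0.038), IFN-gamma (0.025) and TNF-alpha genes (0.090) no longer passed camera, and Ago3 (-0.024), Ifit2 (-0.32), Ifit3 (-0.076), Cd40 (-0.53), Ifngr1 (-0.0082) and Gm5432 (-0.083) changed direction.

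With RLE size factors Ifnar1 changed direction (-0.00076). Ago4 changed direction with upper-quartile normalization (0.0049) and with library size alone (0.044), where 1 signature gene passed over the list alone. The share of higher genes among the calls was 26.2% with TMM and 29.0% with library size alone, while at the figure thresholds it was 33.6% with TMM and 44.0% with library size alone (247 higher, 314 lower). With no filter, 143 genes passed, 39 higher and 104 lower, 402 were higher and 1101 lower at the figure thresholds, and 1 signature gene passed over all genes. With at least 10 counts in every sample, 2 genes passed, 1 higher and 1 lower, and 117 were higher and 252 lower at the figure thresholds; this filter removes genes near 0 in one genotype. Ifih1, with 1 count in wild-type replicate 4, was not tested there.

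With the replicate block, 18 genes passed, 4 higher and 14 lower, and 312 were higher and 276 lower at the figure thresholds; 17 of the 18 are among the 42. Ago4 changed direction (0.36). The 7 gene set medians and their camera p stayed on the same side of the threshold under the replicate block.

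With limma on log2(TPM + 1), 15 genes passed, 8 higher and 7 lower, 175 were higher and 49 lower at the figure thresholds, 1 signature gene passed over all genes, and Ago4 (0.32) and Mavs (0.0306) changed direction. On log2(TPM + 0.1), 17 genes were higher, 373 were higher and 168 lower at the figure thresholds, and Ago4 (0.55) and Mavs (0.0313) changed direction. At an adjusted p under 0.01, 6 genes passed. Requiring at least 1 TPM in the 4 libraries of the higher group left 125 genes higher and 188 lower at the figure thresholds.

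With the GC correction, 71 genes passed, 27 higher, 41 of them among the 42, and 1 signature gene, Ifih1, passed over all genes (adjusted p = 0.0498, against 1.3e-04 to 0.438 over its alternatives). IFN-alpha (0.056) and IFN-gamma (0.083) no longer passed camera, and Ifit2 (-0.038) and Gm5432 (-0.055) changed direction. With the GC correction and the replicate block, 65 genes passed, 23 higher, and 328 were higher at the figure thresholds; 4 signature genes passed over the list alone, IFN-alpha (0.14) and IFN-gamma (0.17) no longer passed, and Ago4 (0.23), Cd40 (-0.045) and Ifngr1 (-0.041) changed direction.

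With the correlation between genes estimated, camera p was 0.0652 for the signature (0.24), 0.138 for IFN-alpha (0.075), 0.219 for IFN-gamma (0.11), 0.0597 for the inflammatory response (0.44), 0.236 for TNF-alpha (0.20) and 0.130 for the tumor-lower genes (-0.64). With the rotation test fry, p was 0.0917 for IFN-alpha (0.075), 0.201 for IFN-gamma (0.11), 0.238 for TNF-alpha (0.20) and 0.104 for the tumor-lower genes (-0.64). For TEs within 10 kb of a gene start, the correlation with the nearest gene was 0.49 (permutation p = 0.0889), and for nearest genes with no TE in an exon, a setting chosen after seeing the data, it was 0.34 (permutation p = 0.0467).

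Across the 8 fits that each left out one replicate, the genes changed ran from 1 to 113, the genes higher from 1 to 42 and the genes lower from 0 to 71; the fit with 0 lower, without ΔAgo2 replicate 1, had 472 genes lower at an unadjusted p under 0.05. The figure thresholds gave 157 to 343 higher and 385 to 640 lower. Signature genes passing ran from 0 to 1 over all genes and from 0 to 3 over the list alone, with 3 to 5 at an unadjusted p under 0.05. The medians ran from -0.00011 to 0.21 for IFN-alpha, from -0.024 to 0.36 for IFN-gamma and from -0.096 to 0.46 for TNF-alpha, each reversed without wild-type replicate 4. The log2 fold change ran from -0.047 to 0.60 for Ago2, from -0.25 to 0.55 for Ago3, from -0.34 to 0.32 for Ago4, from -0.78 to 0.21 for Ifit1, from -0.25 to 0.30 for Ifit2, from -0.046 to 0.57 for Ifit3, from -0.035 to 0.56 for Il15, from -0.77 to 0.49 for Cd40, from -0.48 to 0.051 for Ddx58, from -0.34 to 0.029 for Mavs, from -0.038 to 0.49 for Tbk1, from -0.12 to 0.72 for Cd274, from -0.067 to 0.080 for Ifnar1, from -0.17 to 0.24 for Ifngr1 and from -0.23 to 0.79 for Gm5432.

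Over the named genes and all alternatives, 718 results kept their direction and their side of the threshold, 51 were weaker, 24 stronger and 47 reversed. Low counts limit Ifih1, Cxcl10 and the other signature genes under 1 CPM in wild-type cells.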

Differences from the paper's values

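A gap is taken as closed where the larger number is at most 1.5 times the smaller, which can leave a wide difference.

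The number of genes higher in ΔAgo2 cells with an adjusted p under 0.05 was 11 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against 133 in the paper's table. Of the alternatives set before the data were examined, DESeq2 (133), which the paper's methods name, and voomWithQualityWeights (104) closed the gap, and the others did not. The number lower was 31 against the paper's 266, and DESeq2 alone (266) closed the gap.

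At the figure thresholds, 199 genes were higher against 315 in the paper's table. The gap closed with DESeq2 (315), limma-voom (311), voomWithQualityWeights (348), library size alone (247), no filter (402), the replicate block (312), log2(TPM + 0.1) (373), without wild-type replicate 1 (343), 2 (315), 3 (251) or 4 (244), and without ΔAgo2 replicate 4 (215). The other alternatives set before the data were examined did not close it. The gap also closed with the GC correction (214) and with the GC correction and replicate block (328), both chosen after seeing the values. At these thresholds 393 genes were lower against the paper's 840, and the gap closed with DESeq2 (840), no filter (1101), without wild-type replicate 2 (640) and without wild-type replicate 3 (574), and not with the others.

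The paper names Ifih1 and Ccl2 among the genes raised in ΔAgo2 cells in culture, and its table gives adjusted p = 1.3e-04 for Ifih1 and 0.0641 for Ccl2 (DESeq2). The log2 fold changes were 2.87 for Ifih1 and 2.22 for Ccl2 here, against 2.88 and 2.24 in the paper's table. Here the test gave adjusted p = 0.1796 for Ifih1 and 0.505 for Ccl2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ifih1 passed an adjusted p of 0.05 with DESeq2 (1.3e-04), voomWithQualityWeights (0.00715), no filter (0.0449), log2(TPM + 1) (0.0376) and without wild-type replicate 4 (0.0401), and with the GC correction (0.0498), which was chosen after seeing the values. Its adjusted p ran up to 0.438 over the alternatives. Ccl2 passed without wild-type replicate 1 (0.0393), and its adjusted p ran up to 0.860.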

Other observations

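The tests of wild-type replicate 4 and of the TE clusters below were chosen only after those patterns were seen, and the results for library size, the mislabelled sample and the TE host genes had been seen before their tests were written down. The distance that defines a TE cluster was also chosen after several were tried.

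Wild-type replicate 4 lay apart from the other 7 libraries on the first principal component, which held 52.4% of the variance. Its deviation from the other wild-type libraries followed GC content (Spearman rho 0.722 across tested genes, against -0.51 to 0.34 in the other 7 libraries) and, less closely, transcript length (-0.321). The deviations of wild-type replicates 1 to 3 are taken against a mean that includes replicate 4. After the GC correction the correlation with length was -0.27. The share of counts on the 100 genes with most counts, 25.96%, and the total, 40740643 counts, were not far outside the other libraries. Of the marker genes of other cell types, 1 passed (Krt8, an epithelial gene), fewer than the 3 required. Its median correlation with the ΔAgo2 libraries exceeded that with the other wild-type libraries by 0.0026. The other 3 wild-type libraries were also closer to the ΔAgo2 libraries (0.971, 0.975 and 0.954) than to their own group (0.961, 0.948 and 0.948), so this measure cannot tell whether a label was swapped. A second test, added after that result and the counts of single genes were seen, took the 113 genes called in the fit without this library (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.05). In wild-type replicate 4, 37 of them lay closer to the ΔAgo2 mean and 76 closer to the mean of the other wild-type libraries. This goes against a swapped label. GC content and length bias remain as candidate explanations. GC content does not account for all of it, since its median Spearman correlation with its group rose from 0.864 to 0.927 after the GC correction and was still the lowest of the 8 libraries. No biological explanation was tested.

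The 42 genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were set against other splits of the 8 libraries. The other splits, 34 in number, gave 0 such genes each, with 47 to 1669 genes at an unadjusted p under 0.05. The genotypes had 1045 genes at that unadjusted threshold, so by this count they were not the largest split. Among the 8 splits that part all 4 same-numbered pairs, which cannot give a share under 0.05, the real one included, 1 gave as many genes changed, 1 as many higher and 1 as many lower. At the figure thresholds, 2 gave as many higher and 1 as many lower. A camera p as small was given by 1 for the signature, 2 for IFN-alpha, 4 for IFN-gamma, 1 for the inflammatory response, 4 for TNF-alpha, 1 for the tumor-higher genes and 4 for the tumor-lower genes. Over all 35 splits, the counts in the same order were 1, 1, 1, 13, 2, 2, 6, 10, 3, 13, 1 and 8.

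Of the 42 genes, 10 are in the paper's table of genes changed in tumors, and 10 of the 10 go the same way there, among them Plscr2 and Msln higher and Adam19 and Gli1 lower. This is consistent with a difference that the ΔAgo2 cell line carries into the tumors. Whether it follows from the loss of Ago2 or from the derivation of the line was not tested.

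The paper's S3 Table lists 88 TEs as upregulated, fewer than the paper's text counts, and these 88 were used here. With neighbors up to 20000 bases apart joined, they fall into 22 loci, 12 of them with 1 TE and 10 that are clusters of at least 2, and the 4 largest hold 63 of the 88 TEs (joining at 5000 or 100000 bases gives 23 or 22 loci). The largest, with 30 TEs, lies on chromosome 1 of mm10 from 7039771 to 7084952, the next, with 17, on chromosome 15 from 58482197 to 58500330, and the third, with 10, on chromosome 2 from 25117239 to 25136694 at Gm13387. The paper's log2 fold changes are closer to each other within a locus than when permuted over loci (permutation test, one-sided, p = 1e-05, the smallest that 100000 resamples can give), which is consistent with single transcription units that run across neighboring TEs. The 39 TEs listed as downregulated fall into 31 loci, 28 of them with 1 TE.

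Across 28 tested genes that hold a listed TE, the gene's log2 fold change in the counts followed the paper's median for its TEs (Spearman rho 0.82, permutation test, two-sided, p = 1e-05, the smallest the resamples can give). TEs in exons share their reads with the gene, so this test could hardly have come out otherwise. A second test, added after that result was seen, was limited to the 14 genes whose TEs lie outside exons. It gave rho 0.52 (p = 0.0609) with 10 of 14 genes in the same direction, and does not settle whether the TEs follow their genes. For the genes that the paper lists as nearest to a TE, set as a test before the data were examined, rho was 0.48 over 41 genes (permutation p = 0.00192). Some of these genes also hold TEs in their exons, and without them rho was 0.34 over 35 genes (permutation p = 0.0467), a setting chosen after seeing the data. Genes are not independent replicates in these correlations. At the clusters, Plscr2 (log2 fold change 3.83), Gm13387 (4.40) and C78283 (2.28) were higher in ΔAgo2 cells. Their adjusted p were 0.00730, 0.0324 and 0.0465 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adam19 (-9.82), at a cluster of downregulated TEs, was lower, with adjusted p of 0.00730 from the same test. In that test, Samd12 (3.53), Loxl2 (-5.45) and Gm5432 (0.11) had adjusted p of 0.107, 0.0991 and 0.973.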
